# Molecular and genetic characterization of partial masculinization in embryonic ovaries grafted into male nude mice

**DOI:** 10.1371/journal.pone.0212367

**Published:** 2019-03-06

**Authors:** Kento Miura, Kyoko Harikae, Mayu Nakaguchi, Kenya Imaimatsu, Ryuji Hiramatsu, Ayako Tomita, Yoshikazu Hirate, Masami Kanai-Azuma, Masamichi Kurohmaru, Atsuo Ogura, Yoshiakira Kanai

## Abstract

In most of mammalian embryos, gonadal sex differentiation occurs inside the maternal uterus before birth. In several fetal ovarian grafting experiments using male host mice, an experimental switch from the maternal intrauterine to male-host environment gradually induces partial masculinization of the grafted ovaries even under the wild-type genotype. However, either host-derived factors causing or molecular basis underlying this masculinization of the fetal ovaries are not clear. Here, we demonstrate that ectopic appearance of SOX9-positive Sertoli cell-like cells in grafted ovaries was mediated by the testosterone derived from the male host. Neither *Sox8* nor *Amh* activity in the ovarian tissues is essential for such ectopic appearance of SOX9-positive cells. The transcriptome analyses of the grafted ovaries during this masculinization process showed early downregulation of pro-ovarian genes such as *Irx3*, *Nr0b1*/*Dax1*, *Emx2*, and *Fez1*/*Lzts1* by days 7–10 post-transplantation, and subsequent upregulation of several pro-testis genes, such as *Bhlhe40*, *Egr1/2*, *Nr4a2*, and *Zc3h12c* by day 20, leading to a partial sex reversal with altered expression profiles in one-third of the total numbers of the sex-dimorphic pre-granulosa and Sertoli cell-specific genes at 12.5 dpc. Our data imply that the paternal testosterone exposure is partially responsible for the sex-reversal expression profiles of certain pro-ovarian and pro-testis genes in the fetal ovaries in a temporally dependent manner.

## Introduction

In mouse sex differentiation, both testicular Sertoli cells and ovarian granulosa cells develop from common supporting cell precursors in the genital ridges [1,2]. In XY male mice, SRY, sex-determining region on Y chromosome, directly upregulates an autosomal SRY-related HMG box (*Sox*) gene, *Sox9*, in bipotential supporting cells from 11.0 days post-coitum (dpc) [3–7]. SOX9 subsequently induces the *Sox8* expression [8,9], in addition to activating several male-specific signaling factors, including FGF9 [10–12]. After the cessation of transient SRY expression, *Sox9* and *Sox8* cooperatively maintain the function of Sertoli cells during the later stages [13–16]. In the absence of *Sry*, bipotential supporting cells differentiate into pre-granulosa cells from approximately 11.5 dpc in mouse XX embryos [17]. After 12.0 dpc, pre-granulosa cells start to express FOXL2 (forkhead box L2; an ovarian-specific transcriptional factor [18]), which is involved in ovarian development and maintenance, along with high levels of WNT4/RSPO1/β-catenin signaling [15,19–22]. In addition to such female pathways of pro-ovarian genes, estrogen also plays crucial roles in the maintenance of granulosa cells after birth. For example, *Esr1/2* (*estrogen receptor-1/-2*) double-null females develop ectopic SOX9-positive Sertoli cell-like (Sertoli-like) cells during the initial round of folliculogenesis, leading to ovotestis formation upon reaching the adult stages [23,24]. In most cases of the female-to-male sex reversal by a loss-of-function mutation of such pro-ovarian genes, masculinized phenotypes become evident only after birth [25]. This suggests possible roles of the intrauterine maternal environment in the maintenance of fetal ovarian differentiation and development. However, the protective role of intrauterine maternal environment in ovarian differentiation and sex reversal remains unclear at present.

Freemartin syndrome causes infertility in a female cattle twin born with a male twin [26,27]. Since the female bovine fetus shares a blood supply with the male fetus, some circulating factors derived from the male twin (e.g., testosterone and AMH [anti-Müllerian hormone, a TGF-beta superfamily member]) cause masculinization of the genital organs of the female twin, including testis-like structures with SOX9-positive Sertoli-like cells in some severe cases [28]. Such masculinization is commonly seen in other vertebrates including fish, frog and bird, in which sex hormone treatment could induce a complete sex reversal in their gonads [29–32].

Similar to freemartin ovaries, fetal ovarian grafts under the kidney capsules of adult male mice undergo a partial masculinization [33,34], together with ectopic appearance of SOX9-positive Sertoli-like cells approximately 15–20 days post-transplantation [17,35]. Interestingly, our previous study using the fetal ovaries carrying an inducible SRY transgene demonstrated that most of differentiated granulosa cells in these ovarian grafts re-acquire the SDSI (SRY-dependent SOX9 inducibility)-positive state (i.e., a “ready-to-go” state of *Sox9* transcription) during 7–10 days post-transplantation [4,17], showing a similar bipotential state of the pre-granulosa cells at 11.0–11.5 dpc. Moreover, such ovarian grafts develop ectopic formation of testis cord-like structures and subsequent appearance of SOX9-positive Sertoli-like cells on the mesonephric side by day 20 post-transplantation. These findings suggest that a switch from the maternal to male-host environment gradually induces partial masculinization of fetal ovaries even under the wild-type genotype. However, either host-derived factors causing or the molecular basis underlying the masculinization of fetal ovarian grafts in the male-host environment is not clear at present.

In the present study, we examined the roles of host-derived testosterone and donor-derived *Sox8* and *Amh* activity in the partial masculinization of fetal ovaries in the male-host environment. We also examined temporal changes in the gene expression profiles of grafted fetal ovaries during the masculinization process in male nude mice and compared these expression profiles with those from XY/XX embryos during the normal testicular/ovarian differentiation process.

## Results

### Partial masculinization of fetal ovarian grafts mediated partly by the testosterone derived from male hosts

In fetal ovaries grafted under the kidney capsules of adult male mice (XY-host), the ovarian transplants undergo follicular degeneration by day 10 post-transplantation in which cord-like structures with SOX9-positive Sertoli-like cells appear in the gonadal parenchyma on day15–20 post-transplantation [17,35].

First, to examine the contribution of the male-host environment to the follicular degeneration, we transplanted fetal ovaries (wild-type, 13.0 dpc) under the kidney capsules of intact female (XX) or male (XY) nude mice, and then conducted immunohistochemical staining with anti-AMH (a marker for both Sertoli cells and mature granulosa cells of growing follicles) and anti-GATA4 (GATA binding protein 4; a marker for all gonadal somatic cell types) antibodies (Fig 1). In ovarian transplants grafted into XX-host, the primary and secondary AMH-positive follicles were well-developed by day 10 post-transplantation, although some degenerating follicles with either atretic oocytes or disorganized granulosa cells were present (Fig 1A). On day 20, AMH-positive secondary and antral follicles were found in the GATA4-positive gonadal parenchyma, indicative of the proper initial round of follicular growth in ovarian explants grafted into intact female nude mice (“XX-host” in Fig 1B). In the ovarian transplants grafted into XY-host, degenerating follicles were evident by day 10 post-transplantation (Fig 1A), leading to the subsequent loss of the ovarian follicles by day 15–20 post-transplantation (Fig 1B). Next, we examined the contribution of the testis-derived hormones on follicular degeneration of the ovarian grafts in XY-host, we transplanted fetal ovaries into castrated male (XY-cast) nude mice. The defective follicular development in XY-host appears to be partially rescued by the castration treatment of host male mice, but no healthy follicles, albeit of the remaining large degenerative ones, was detected in ovarian explants grafted into XY-cast-host (“XY-cast-host” in Fig 1B). To examine the effect of testis-derived androgen on follicular development in the ovarian explants, we next transplanted fetal ovaries into XX- and XY-cast-hosts treated with or without testosterone (T) or dihydrotestosterone (DHT; non aromatizable androgen), and then examined morphometrically the appearance incidences of the healthy follicles or degenerative follicular structures (i.e., non-healthy follicles) in each host group (Fig 1C). In XX-host, T or DHT treatment decreased the number of healthy follicles and increased that of degenerative ones in their ovarian grafts (most left three bars in Fig 1C). In three XY-cast groups, as well as XY-host, few healthy follicles was detected in the ovarian grafts, possibly due to a lack of host ovaries as the primary source of estrogens. The relative number of degenerative follicles in the ovarian grafts also showed similar moderate levels among XY-host and XY-cast-host treated with or without T/DHT (most right three bars in Fig 1C). These results suggest the positive contribution of androgens to the degeneration of normal follicles in the ovarian grafts in the XX-host environment, but no significant influences of androgens on the development/degeneration of the ovarian follicles in the non-female (i.e., presumptive low-estrogen) host environment. In addition, in each male host group, the presumptive androgen levels (i.e., relative weight of seminal vesicles [36]) compared to control (intact) XY-host showed approximately 11% in XY-cast-host, 59% in XY-cast-host +T, or 54% in XY-cast-host +DHT, respectively (as set 100% in control XY-host; see S1 Fig).

**Fig 1:**
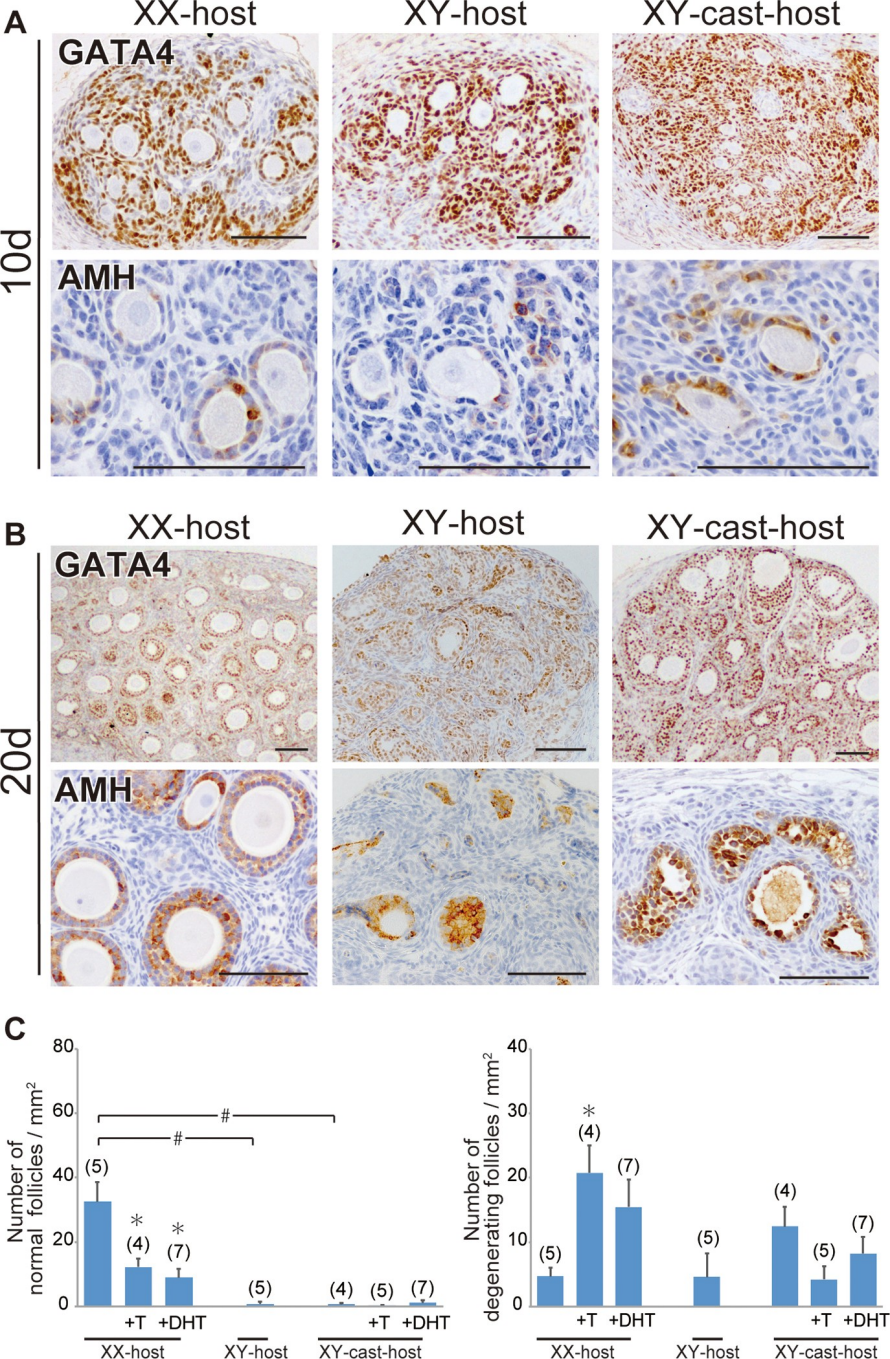
Repression of initial follicular growth in ovarian grafts under androgen-excess host conditions. **(A, B)** Anti-GATA4 and AMH immunostaining of wild-type ovarian tissues grafted into intact male (XY-host), intact female (XX-host) and castrated male (XY-cast-host) hosts treated with or without testosterone (T), or dihydrotestosterone (DHT). The lower magnified images of GATA4-positive gonadal areas are shown in upper plates in A and B. AMH-positive healthy primary, secondary, and antral follicles were detected in ovaries grafted into female hosts (lower plate in B). **(C)** Bar graphs indicate the relative numbers of normal healthy follicles (left) and degenerating follicles (right). The data are expressed as means ± SEM (*p<0.05 as compared with non-treated host value in each host group; #p<0.05 as compared between two groups, Steel's test). Each number in parentheses indicates the number of explants used in each host. Scale bars, 100 μm for (A, B).

Next, we examined the effect of XY-host-derived androgen on the ectopic appearance of SOX9-positive Sertoli-like cell in ovarian transplants. In the ovarian explants grafted into control XY-host, any SOX9-positive signals were not detectable throughout the ovarian parenchyma on day 10 post-transplantation, but ectopic SOX9-positive Sertoli-like cells were found to appear in the testis cord-like structure near the edge of the GATA4-positive gonadal parenchyma by day 20 (Fig 2A–2C; S2 Fig), which may correspond to the ovarian medullary region adjacent to the mesonephros (see Fig 6 in Harikae et al. [17]). The ectopic SOX9-positive cells in ovarian explants at day 20 are negative for anti-FOXL2 staining (a female-specific marker of both granulosa and theca cells) (Fig 2B), and frequently found in the DMRT1 (a male-specific maker of germ and supporting cells after 13.5 dpc [37,38])-positive and GDNF (a Sertoli-specific functional marker and a niche factor for spermatogonial stem cells [39,40])-positive tubular structures (Fig 2B–2D). In fetal ovaries transplanted into XY-cast-host, only a few SOX9-positive Sertoli-like cells were identified by serial sectioning analysis in XY-cast-host as well as those in XX-host with normal follicular growth (Fig 2D). In contrast, fetal ovaries transplanted into XY-cast-host +T/DHT clearly exhibited ectopic appearance of SOX9-positive cells in GDNF-positive tubular structures in the presumed medullary regions, similar to the masculinizing phenotype of ovarian transplants grafted into XY-host (Fig 2A and 2D). Moreover, ectopic appearance of SOX9-positive cells in tubular structures were also high frequently detectable even in XX-host treated with T/DHT (Fig 2A and 2D). Quantitative data also confirmed the significant increases of the relative SOX9-positive cell number by T/DHT treatment in either XY-cast- or XX-hosts (Fig 2E). These findings, therefore, suggest that testosterone actions may contribute to the appearance of SOX9-positive Sertoli-like cells in ovarian grafts in this partial masculinization model.

**Fig 2:**
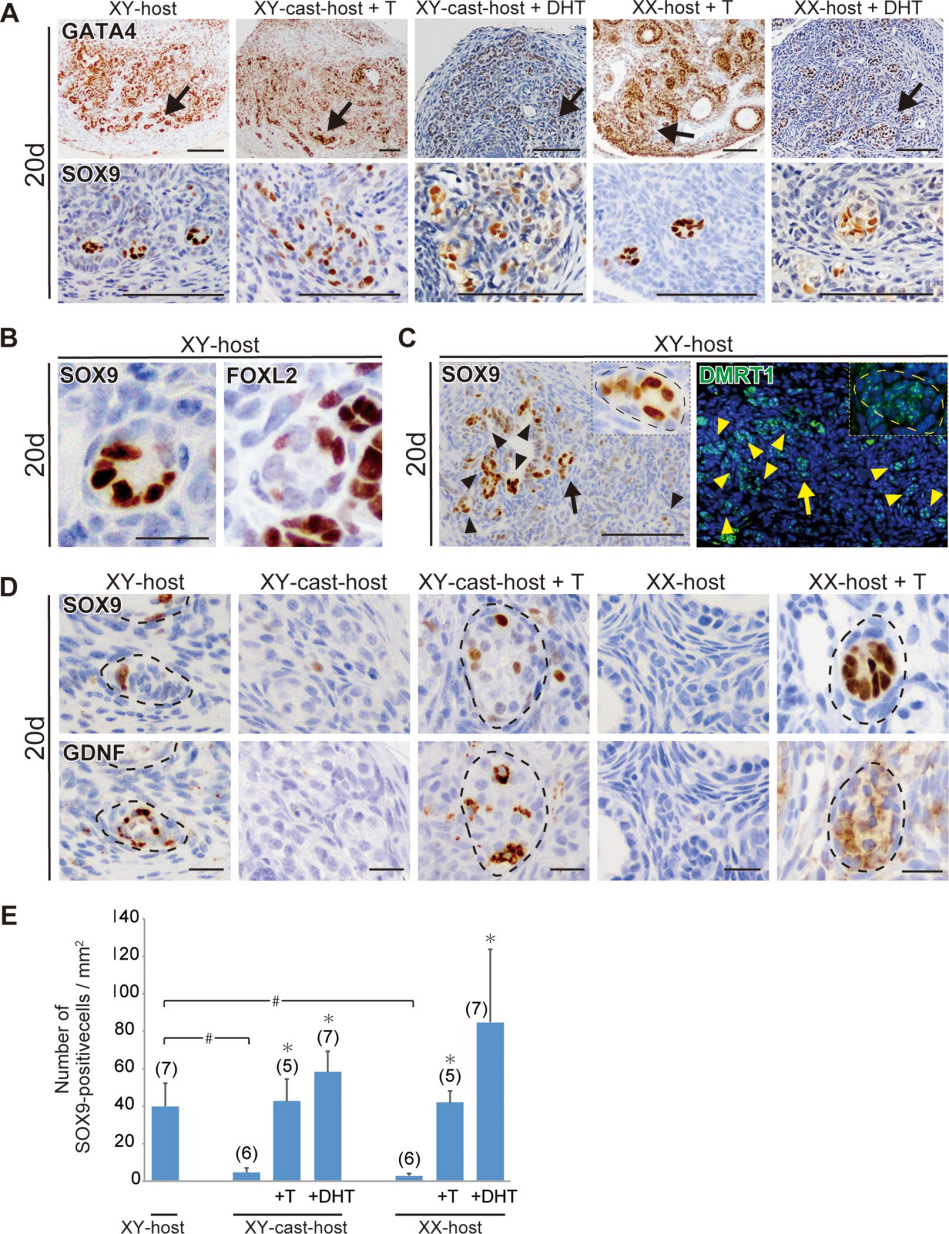
Ectopic appearance of SOX9-posititve Sertoli-like cells in ovarian grafts under androgen-excess host conditions. **(A–D)** Anti-GATA4, SOX9, FOXL2, DMRT1, or GDNF immunostaining of wild-type ovarian tissues grafted into XY-, XX-, and XY-cast-hosts treated with or without T or DHT on days 20 post-transplantation. The lower magnified images of GATA4-positive gonadal areas are shown in upper plates in a. Normal follicular structures were mostly absent, and tubular structures containing ectopic SOX9-positive cells were evident near the edge of ovaries grafted into XY-host and T/DHT-treated XX- and XY-cast-hosts on day 20 post-transplantation (arrows in A). The ectopic SOX9-positive cells are FOXL2-negative (B), and they are found in the DMRT1-positive/GDNF-positive tubular region (C, D). In c, the inset shows high-magnification images of tubular structures indicated by arrows. **(E)** Bar graphs indicate the SOX9-positive cells per gonadal area (mm^2^). The data are expressed as means ± SEM (*p<0.05 as compared with non-treated host value in each host group; #p<0.05 as compared between two groups, Steel's test). Each number in parentheses indicates the number of explants used in each host. Broken lines indicate the border of tubular structures in c and e. Scale bars, 100 μm for (A, C); 20 μm for (B, D).

### Potential roles of *Sox8* and *Amh* in the follicular degeneration in ovarian grafts in the male-host environment

In the testis differentiation of *Rspo1*/*Sox9*-double null XX mice, *Sox8* appears to act as a pro-testis gene that induces male differentiation without any actions of SRY and SOX9 [19,41,42]. AMH also acts as a masculinizing factor in the female embryos of several mammals, including those with freemartin syndrome (Bogdanova et al. [43]; French et al. [44] and references therein). In previous *in vivo* and *in vitro* experiments, excessive AMH exposure was able to induce seminiferous cord-like structures in fetal rodent ovaries [45,46]. Based on these reports, we examined the potential contributions of these two pro-testis genes, *Sox8* and *Amh*, to partial masculinization of fetal ovaries in the present model.

To examine the spatiotemporal patterns of *Sox8* expression in ovarian grafts, we used serial sections of ovarian grafts on days 10 and 20 post-transplantation for *in situ* hybridization using a *Sox8* antisense probe (Fig 3A and 3B). *Sox8* signals were detectable in the granulosa cells of both AMH-negative and -positive degenerating follicles on day 10 post-transplantation into XY-host (Fig 3A). On day 20 post-transplantation into XY-host, *Sox8*-positive signals were frequently observed in tubular structures, including SOX9-positive Sertoli-like cells near the presumptive medullary region (Fig 3B), suggesting the widely expressed *Sox8* profiles in some granulosa cells of the degenerating follicles and tubular structures in the ovarian grafts during the masculinization processes.

**Fig 3:**
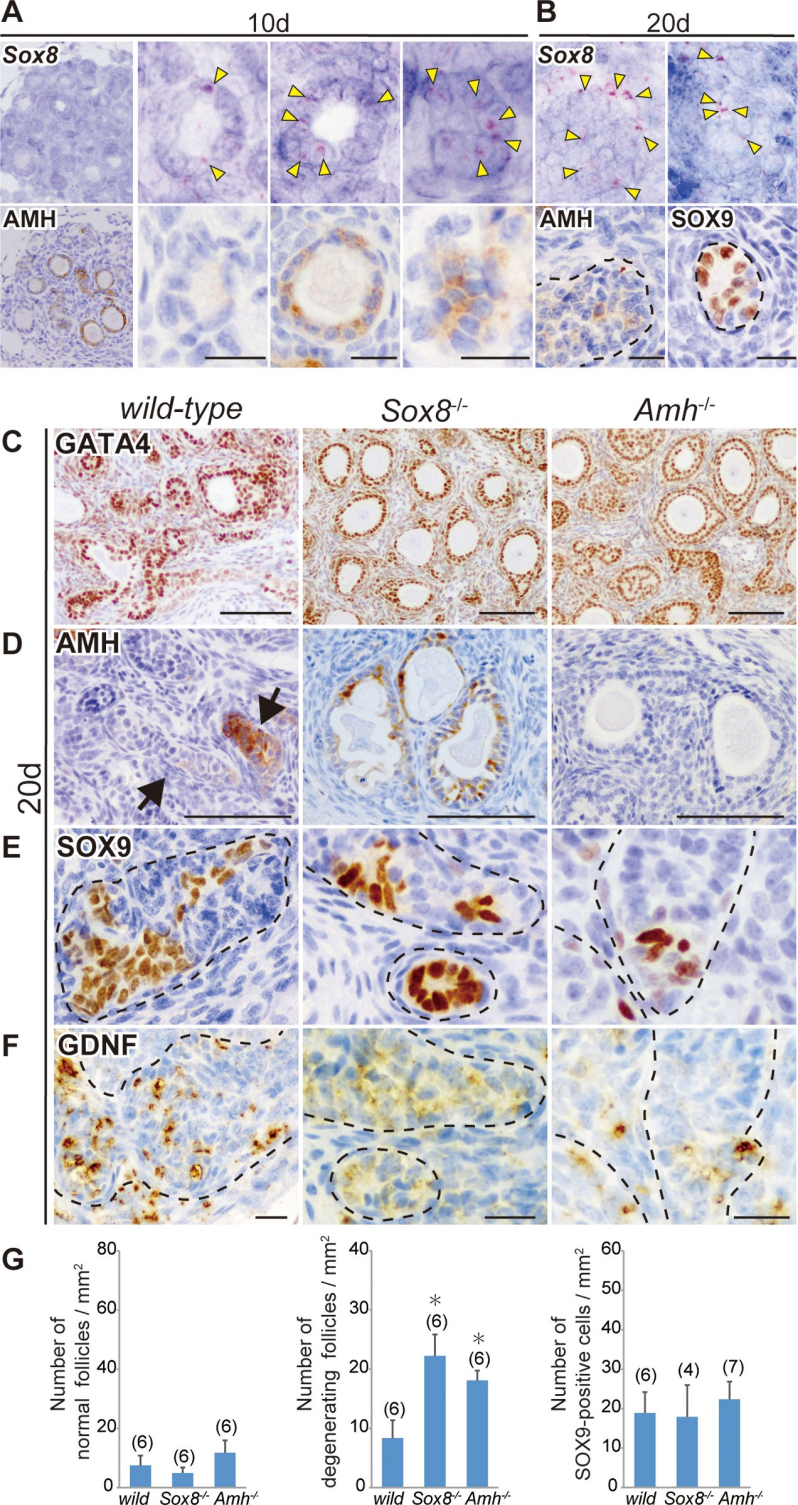
*Sox8* expression in AMH-positive and -negative degenerating follicles and masculinized phenotypes of the *Sox8*-null and *Amh*-null ovaries transplanted into male host mice. **(A, B)** *In situ* hybridization using a *Sox8* antisense probe and anti-AMH immunostaining of two serial ovarian tissue sections grafted into XY-host on days 10 (A; The most left panels are lower and the others are higher magnified images) and 20 (B) post-transplantation. *Sox8*-positive signals (yellow arrowheads) were detected in the granulosa cells of AMH-negative and -positive degenerating follicles on day 10 post-transplantation, as well as in tubular structures, including SOX9-positive Sertoli-like cells on day 20 post-transplantation. **(C–F)** Anti-GATA4, AMH, SOX9, or GDNF immunostaining of wild-type, *Sox8*-null (*Sox8*^-/-^), or *Amh*-null (*Amh*^-/-^) ovarian tissues grafted into XY-host on day 20 post-transplantation. The gonadal area is identified by GATA4 staining (C). Degenerating follicles were frequently seen in either *Sox8*-null or *Amh*-null grafted ovaries even at this stage (C, D). In contrast, the tubular structure formation (arrows or broken outlines) and ectopic appearance of SOX9-positive Sertoli-like cells in GDNF-positive tubular structures are found in all three types of grafted ovaries (E, F). (G) Bar graphs indicate the relative numbers of normal healthy follicles (left), degenerating follicles (center), and SOX9-positive cells (right) per gonadal area (mm^2^) in wild-type, *Sox8*-null, or *Amh*-null grafts in male host mice. The *Sox8*-null or *Amh*-null ovarian explants exhibited a large number of degenerating follicles even on day 20 post-transplantation, but no changes in the number of SOX9-positive cells were detected among the three genotypes. The data are expressed as means ± SEM (*p<0.05 as compared with wild-type host value, Dunnett's test). The numbers in parentheses indicate the number of explants used in each host. Broken lines indicate the border of tubular structures. Scale bars, 20 μm for (A, B, F); 100 μm for (C, D).

Next, to examine the roles of *Sox8* and *Amh* in the masculinization of ovarian grafts, we established *Sox8*-null (*Sox8*^-/-^) and *Amh*-null (*Amh*^-/-^) lines using the CRISPR/Cas9 system (S3 and S4 Figs). *Sox8*^-/-^ or *Amh*^-/-^ fetal ovaries were transplanted into XY-host, and their masculinized phenotypes were examined on day 20 post-transplantation. In both *Sox8*^-/-^ and *Amh*^-/-^ fetal ovarian grafts, degenerating follicles were detected along with typical testis cord-like structures on day 20 post-transplantation (Fig 3C–3F). There were no appreciable differences in the number of normal follicles among all three kinds of grafted ovaries (left graph in Fig 3G). The number of degenerating follicles was significantly higher in ovarian explants on day 20 in both *Sox8*^-/-^ and *Amh*^-/-^ ovarian explants compared with wild-type ovarian explants (Fig 3C and 3D, center graph in G), in which degenerating follicles with large oocytes were frequently seen in both two mutant explants (“*Sox8*^-/-^*”* and “*Amh*^-/-^*”* in Fig 3C and 3D). Since no appreciable alteration in normal follicular number was found in ovarian grafts of each mutant (left graph in Fig 3G), such increased atretic follicles on day 20 post-transplantation may reflect the gradual degeneration of ovarian follicles and/or the resistance of follicular degeneration into the tubular structure without any oocyte in each mutant. However, despite such protective follicular degeneration in each mutant, all three types of grafted ovaries exhibited ectopic SOX9-positive Sertoli-like cells in the GDNF-positive tubular structures, and there were no appreciable differences in the relative number of SOX9-positive Sertoli-like cells (Fig 3E and 3F, right graph in G). These data suggest that neither *Sox8* nor *Amh* activity in the ovarian tissues is essential for such ectopic appearance of SOX9-positive cells in ovarian grafts, suggesting a potential involvement of previously unknown factors/mechanisms in the present masculinization model.

### Global temporal changes in pre-granulosa or Sertoli cell-specific genes in ovarian grafts in the male-host environment

To characterize global changes in gene expression associated with partial masculinization, we performed microarray analyses using germ cell-depleted grafted ovaries (i.e., ovarian tissues prepared from busulfan-pretreated embryos) before and after transplantation into XY-host and examined temporal changes in the expression profiles of ovarian somatic cells from 4 to 20 days post-transplantation. 

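The arrays were Affymetrix whole-genome mouse chips, which measure each transcript with a set of short probes near its 3' end, called a probe set. In all, 9 arrays were analysed, with 2 arrays each for days 0, 10 and 20 and 1 array each for days 4, 7 and 15 post-transplantation. Each array held RNA pooled from approximately 10 grafts, and the day 0 samples were XX ovaries of 13.0 dpc that had not been grafted. The embryos came from mothers given busulfan, an alkylating drug that kills dividing germ cells, and the grafts grew under the kidney capsule of XY nude mice. The paper gives C57BL/6 and ICR as the strains of the pregnant females, whereas the sample labels name ICR. The labels call the duplicate arrays biological replicates, but the litters and hosts behind each pool are not given in the sources used here, so that the p-values measure only the spread between these pooled samples. The deposited values are log2 intensities that the authors had normalized with the robust multiarray algorithm, and the array medians lay between 6.49 and 6.63. These values carry no call of signal over background, and the number of arrays limits the precision. Values under 4.82 on the log2 scale, the 25th percentile of all values, are taken here as close to background, and the size of a change from or to such a value is uncertain. Over all probe sets, the difference between duplicate arrays had a standard deviation of 0.45 on the log2 scale on day 0, 0.34 on day 10 and 0.70 on day 20.

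From these values, a linear model with a mean for each day was fitted to each of the 45101 probe sets with limma, and its moderated test was adjusted by the Benjamini-Hochberg method. A probe set was called higher or lower at an adjusted p under 0.05 and a change of more than 2-fold. The spread came from the 3 days with duplicate arrays, and the lone arrays of days 4, 7 and 15 were assumed to vary in the same way. When a day 10 array is left out, the day 20 tests against day 0 change only through this spread, and their fold changes stay the same. Calls on day 20 that end in this way therefore do not rest on the day 10 values themselves. Likewise, the day 10 tests without a day 20 array change only through the spread. In addition, 24 lists of marker genes were compared with all other genes by camera, with a preset correlation between genes of 0.01. The lists were written before the data were examined, but after the S1-S3 Tables, which were made from these arrays, had been read. Beside each list, the number of its members in the copies of those tables at hand is therefore given. Some of these copies are truncated, so that each such number is a minimum. Lists with many members there are not independent evidence of direction, and a small number does not make a list independent. Of 72 list tests, 50 passed with the preset correlation and 0 with the correlation estimated from these arrays, whereas the self-contained test fry passed 17.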

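Aspn, which encodes the collagen-binding matrix protein asporin, rose 116-fold by day 10 post-transplantation (log2 fold change 6.86, standard error 0.35, adjusted p = 0.0023, 2 arrays per day), and Dpt, which encodes the matrix protein dermatopontin, rose 120-fold (6.91, standard error 0.41, adjusted p = 0.0034). Dusp9, a phosphatase that inactivates MAP kinases, fell by 4.87 on the log2 scale (standard error 0.19, adjusted p = 0.0017), and Vsnl1, which encodes a neuronal calcium sensor, fell by 4.23 (standard error 0.19, adjusted p = 0.002). On day 20, the log2 fold changes of Aspn, Dpt, Dusp9 and Vsnl1 were 6.47, 6.65, -5.09 and -4.63. In all, 1293 probe sets were higher and 599 were lower on day 10 than on day 0, and 2037 were higher and 1396 were lower on day 20. The excess of higher calls depends on scaling and arrays. With each array centred on its median, 1271 were higher and 861 lower on day 10 and 2032 and 1904 on day 20, and without day 20 replicate 2, 3144 and 3175 on day 20.

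In hierarchical clustering with average linkage, the distance was 1 minus Pearson's r over all probe sets. The day 0 arrays joined the 7 graft arrays last, at a distance of 0.0541, after joining each other at 0.0167. The arrays of days 4 and 7 joined at 0.0094 and the day 10 arrays at 0.0096. Day 20 replicate 2 joined the day 15 array at 0.0083, whereas day 20 replicate 1 joined the other grafts at 0.0457. Genes of the kidney proximal tubule, such as the phosphate transporter gene Slc34a1, had a median log2 fold change of 6.16 on day 20 replicate 1 and of -0.13 on day 20 replicate 2. When each probe set was first centred on its mean, the arrays of days 0, 4 and 7 grouped together.

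The 1892 calls of day 10 became 396 without day 0 replicate 1, 432 without day 0 replicate 2, 181 without day 10 replicate 1 and 84 without day 10 replicate 2, where the day 10 call of Dpt ended (adjusted p = 0.0542). The 3433 calls of day 20 became 911 and 956 without day 0 replicate 1 or 2, 1491 without either day 10 array and 6319 without day 20 replicate 2.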

According to hierarchical clustering, the grafted ovaries exhibited gene expression profiles that differed from those of 13.0 dpc ovaries pre-transplantation (Fig 4A). GO analyses of the significantly upregulated genes on days 10 and 20 post-transplantation identified associations with functional categories including “reproductive structure development”, “response to steroid hormone stimulus”, and “male sex differentiation”, including *Ar* (*androgen receptor*), *Tgfbr*2 (*transforming growth factor*, *beta receptor II*), etc. 

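Tgfbr2, which encodes the type II receptor of TGF-beta, rose 4.11-fold by day 10 (log2 fold change 2.04, standard error 0.16, adjusted p = 0.0053, 2 arrays per day) and 3.85-fold by day 20 (1.94, adjusted p = 0.0038). Of 11 measured hormone receptor genes (at least 3 in the paper's tables), 7 rose and none fell on each of the days. When adjusted over the list alone, 8 rose on each. Nr3c2, the mineralocorticoid receptor gene, rose by 2.21 on the log2 scale by day 10 and by 1.83 by day 20. Pgr, the progesterone receptor gene, rose by 2.38 by day 10, and its log2 fold change on day 20 was 1.20 (adjusted p = 0.0544). The receptor list stood above the other genes on both days (camera adjusted p = 3.02e-08 on day 10 and 2.77e-07 on day 20, and adjusted p = 0.349 on both days with an estimated correlation).

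Of 11 genes of granulosa cells in growing follicles (7 in the paper's tables), 5 rose by day 10 and 7 by day 20, with 8 on each day when adjusted over the list alone, and none fell. Slc18a2, a vesicular monoamine transporter gene, rose 191-fold by day 10 (7.58, standard error 0.41, adjusted p = 0.0027). Nr5a2, the nuclear receptor gene also called Lrh1, rose 37.4-fold (5.23, standard error 0.44, adjusted p = 0.0061), Hsd17b1, an enzyme of estradiol synthesis, rose 9.05-fold, and Inha, the inhibin alpha subunit gene, rose 7.37-fold. The granulosa list had a camera adjusted p of 1.29e-07 on day 10 and 9.92e-07 on day 20 (adjusted p = 0.2497 and adjusted p = 0.263 with an estimated correlation).

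Of 8 steroidogenic genes (4 in the paper's tables), 2 rose and 1 fell by day 10, and 4 rose and 1 fell by day 20, with the same counts when adjusted over the list alone. Star, which brings cholesterol into mitochondria, rose by 2.08 by day 10 and by 2.72 by day 20, and Hsd3b1 by 4.06 and 4.26. Cyp17a1, the enzyme that opens androgen synthesis, rose by 1.53 by day 20. Nr5a1, which encodes a regulator of steroidogenic enzymes, fell by 1.50 and by 2.03. The list had a camera adjusted p of 0.0025 on day 20 (adjusted p = 0.380 with an estimated correlation), and on day 10 its median was -0.12 while camera placed it above the other genes without passing (adjusted p = 0.697).

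Without either day 10 array, the day 10 call of Tgfbr2 ended (adjusted p up to 0.0691), as did those of Nr5a2 and Hsd17b1 (up to 0.0689 and 0.0722), those of Pgr, Nr3c2, Star, Nr5a1 and Inha also without either day 0 array (up to 0.143, 0.137, 0.204, 0.320 and 0.0951), and that of Hsd3b1 also without day 0 replicate 1 (up to 0.142). On day 20, the calls of Tgfbr2, Slc18a2, Nr5a2, Hsd17b1, Inha and Hsd3b1 passed with any 1 array left out, whereas those of Nr3c2 and Nr5a1 ended without any 1 of the day 0 and day 10 arrays (up to 0.109 and 0.0921), that of Cyp17a1 ended without either day 0 array, and that of Star ended without day 0 replicate 2 (0.055).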

(Fig 4B, S1 Table). This may be partly due to the exposure of ovarian transplants to follicle-derived AMH and host-derived testosterone during the masculinization process. Moreover, most of the other GO terms assigned to the significantly altered genes were associated with side effects from the transplantation experiment. For example, some terms were associated with inflammation (e.g., “immune response”, “response to wounding”, and “inflammatory response”) among upregulated genes or with blood-related changes from fetal females to adult males (e.g., “hemoglobin complex”, “oxygen binding”, and “oxygen transport”) among the downregulated genes (Fig 4B). These results suggest that a considerable number of the altered transcripts were associated with side effects from transplantation, such as injury, wound healing, and altered blood supply.

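Lyz2, the lysozyme gene of macrophages, rose 23.6-fold by day 10 (log2 fold change 4.56, standard error 0.21, adjusted p = 0.002, 2 arrays per day) and 40.3-fold by day 20. Of 15 macrophage genes (10 in the paper's tables), 9 rose by day 10 and 13 by day 20, with 13 on each day when adjusted over the list alone (camera adjusted p = 5.48e-12 and 1.02e-11, and adjusted p = 0.380 on both days with an estimated correlation). The macrophage median was 3.24 on day 20 replicate 1, the array with high kidney genes, and 2.32 on day 20 replicate 2, and all 15 genes were higher on replicate 1. The chemokine receptor gene Ccr2 rose by 3.04 on the log2 scale by day 10 and Cd14, a receptor for bacterial lipopolysaccharide, by 2.74. H2-Ea and H2-Aa, which encode chains of MHC class II molecules, rose 107-fold and 55.7-fold by day 10 (6.74, standard error 0.48, adjusted p = 0.0046, and 5.80, standard error 0.53, adjusted p = 0.0071).

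Of 13 inflammation genes (4 in the paper's tables), the chemokine genes Cxcl10 and Ccl8 rose by day 10, by 2.57 and 4.33. By day 20, Il1b, which encodes interleukin 1 beta, rose as well, by 1.23, and none of the list fell. When adjusted over the list alone, 2 rose by day 10 and 7 by day 20 (camera adjusted p = 0.0012 and 2.65e-05, and adjusted p = 0.416 and adjusted p = 0.380 with an estimated correlation). Their median was 1.56 on day 20 replicate 1 and 0.65 on day 20 replicate 2, and without replicate 1 the camera adjusted p was 5.35e-04. Of 16 genes of wound repair and matrix (5 in the paper's tables), 6 rose by day 10, and 7 rose and 1 fell by day 20, against 9 higher and 11 higher with 1 lower when adjusted over the list alone (camera adjusted p = 4.43e-09 and 3.94e-07, and adjusted p = 0.2497 on both days with an estimated correlation). Acta2, the smooth muscle actin gene, rose 7.07-fold by day 10, Col1a1, a chain of type I collagen, 5.20-fold, and Ccn2, the connective tissue growth factor gene, 10.8-fold.

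Of 9 genes of B and plasma cells (2 in the paper's tables), 2 rose by day 10 and 6 by day 20, against 3 and 6 when adjusted over the list alone (camera adjusted p = 0.0039 and 6.95e-05, and adjusted p = 0.407 and adjusted p = 0.380 with an estimated correlation). Jchain, which joins secreted immunoglobulins, rose by 3.58 by day 10 and by 7.26 by day 20. Of 10 T cell genes (2 in the paper's tables), 2 rose by day 20, among them Cd3g by 3.61, with the same count when adjusted over the list alone (camera adjusted p = 0.0173, and adjusted p = 0.564 with an estimated correlation). The median of these T cell genes was 1.12 on day 20 replicate 1 and 0.16 on day 20 replicate 2, and without replicate 1 the camera adjusted p was 0.367. Of 12 endothelial genes (1 in the paper's tables), 1 rose on each day, the von Willebrand factor gene Vwf, by 2.65 and 2.23, against 2 and 1 when adjusted over the list alone (camera adjusted p = 0.0065 and 0.299, and adjusted p = 0.435 and adjusted p = 0.747 with an estimated correlation).

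Of 13 erythroid genes (9 in the paper's tables), 5 fell by day 10 and 7 by day 20 and none rose, against 10 and 9 lower when adjusted over the list alone (camera adjusted p = 2.77e-07 and 5.83e-06, and adjusted p = 0.380 and adjusted p = 0.390 with an estimated correlation). Hbb-y, an embryonic globin gene, fell by 8.57 by day 10 (standard error 0.20, adjusted p = 0.0012) and by 9.69 by day 20 at 1 of its 3 probe sets. The embryonic globin genes Hba-x and Hbb-bh1 fell by 6.87 and 5.92 by day 10, and Alas2, which starts heme synthesis in red cells, by 2.80. Hba-a1, an alpha globin gene that adult red cells also use, had a log2 fold change of 0.11 on both days (adjusted p = 0.748 and 0.717).

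The XX grafts grew in XY hosts, and of 4 Y-linked genes (4 in the paper's tables), 3 rose by day 20, with 4 when adjusted over the list alone (camera adjusted p = 7.41e-04, and adjusted p = 0.407 with an estimated correlation). The day 0 means of all 4 lay under the 25th percentile of all values (4.82). With values under it raised to it, Eif2s3y, which encodes a translation factor subunit, was higher on day 20 by at least 2.79 and Kdm5d, a histone demethylase gene, by at least 0.26, and neither passed the test in that setting. The Y-linked median was then 2.01 on day 4, 0.56 on day 15, 3.17 on day 20 replicate 1 and 1.11 on day 20 replicate 2. The macrophage median was 3.32 on day 4 and 1.42 on day 15. Without any 1 of the day 0 and day 10 arrays, the day 10 calls of Ccr2, Cxcl10 and Ccl8 ended (adjusted p up to 0.136, 0.212 and 0.287), as did the day 20 calls of Eif2s3y, Kdm5d and Cd3g (up to 0.129, 0.103 and 0.172) and the day 10 calls of H2-Aa and Vwf (up to 0.0898 and 0.2505). The day 10 calls of H2-Ea, Cd14 and Acta2 ended without either day 10 array (up to 0.0624, 0.0898 and 0.0682), those of Col1a1, Jchain and Alas2 also without day 0 replicate 1 (up to 0.1375, 0.0596 and 0.227), and that of Ccn2 without day 10 replicate 2 (0.053). On day 20, the call of Vwf ended whichever array was left out (up to 0.164), and that of Il1b without either day 0 array (up to 0.0783). Those of Lyz2, Hbb-y at that probe set, Hba-x and Hbb-bh1 passed on both days with any 1 array left out.

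**Figure D1:**
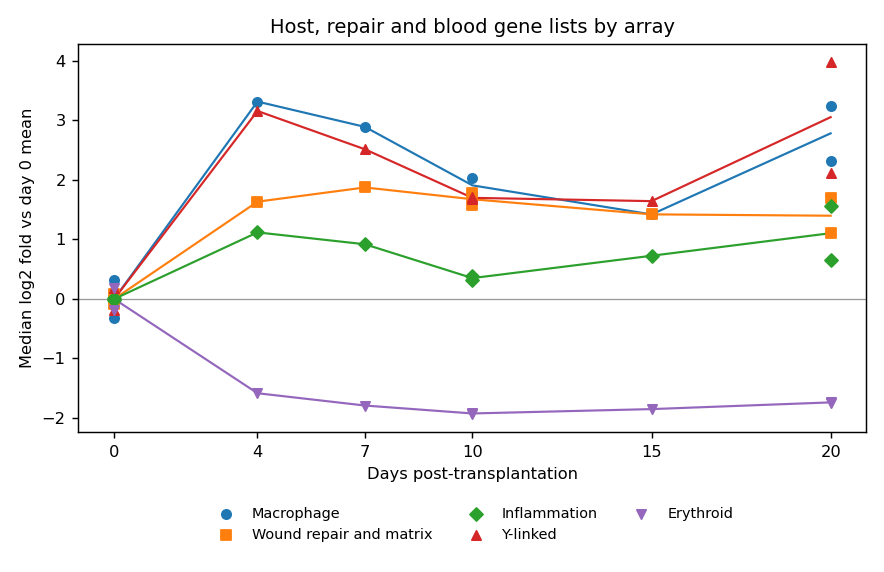
Median log2 fold change of the genes of each list against the mean of the day 0 arrays, plotted against days post-transplantation; each point is an array and the lines join the means of the arrays of a day. The macrophage points stand at 3.32 on day 4 and 1.42 on day 15, the Y-linked points, whose heights are uncertain as their day 0 values lie under the 25th percentile of all values, part on day 20 (3.17 and 1.11 with values under that percentile raised to it), and the erythroid points stay below 0 from day 4 on.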

**Fig 4:**
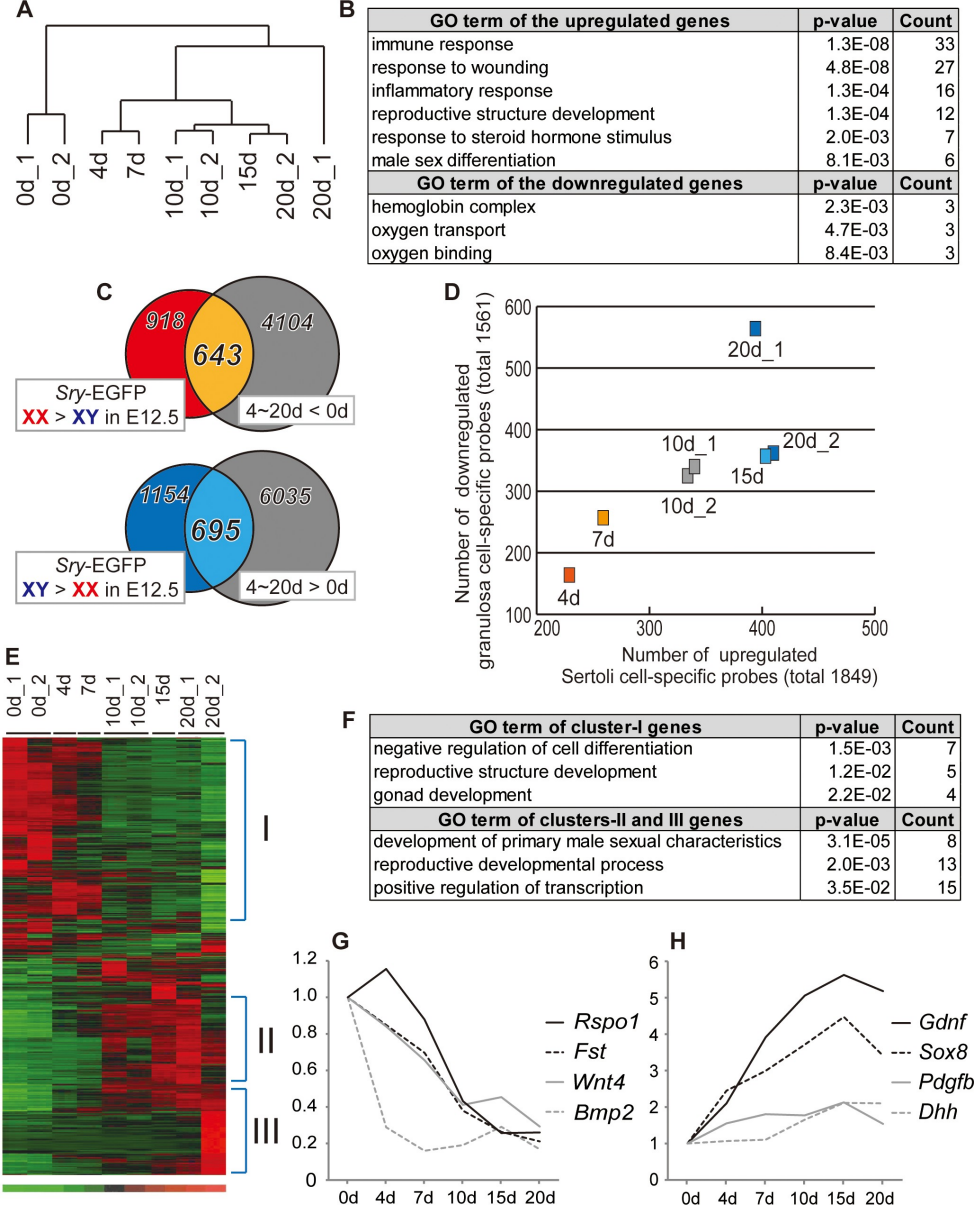
Temporal changes in the expression levels of pre-granulosa or Sertoli cell-specific genes in ovarian grafts in the male-host environment. **(A)** Hierarchical clustering of microarray data obtained from the grafted ovaries on days 0, 4, 7, 10, 15, and 20 post-transplantation, based on all 45,101 probes in the Mouse Genome 430 2.0 GeneChip array. Duplicate raw data were generated from transplants on days 0, 10, and 20 post-transplantation. **(B)** GO terms (p<0.01) for 241 down/576 upregulated genes (|fold| > 2, false discovery rate [q] < 0.3) in grafted ovaries on day 20 post-transplantation. **(C)** Venn diagrams showing 643 pre-granulosa (orange) and 695 Sertoli cell (blue)-specific gene probes selected from among the altered gene probes at each stage by comparing data from Sertoli cells versus pre-granulosa cells at 12.5 dpc using a published dataset [47] (right circles). **(D)** Scatterplot showing the number of down/upregulated pre-granulosa/Sertoli cell-specific genes in the grafted ovaries. Each point on the graph shows the grafted ovaries on each day post-transplantation. The vertical or horizontal lines show the total numbers of downregulated pre-granulosa or upregulated Sertoli cell-specific genes (|fold| > 2, p<0.05) at 12.5 dpc from the published dataset [42]. **(E)** Heatmap showing relative changes in expression levels of the 525 pre-granulosa (containing cluster I) and 402 Sertoli cell-specific genes (containing clusters II/III) in grafted ovaries (signal intensity: high [red], medium [black] to low [green]). **(F)** GO terms (p<0.05) for cluster I and clusters II/III genes in the ovarian grafts. **(G, H)** Line graphs show the fold expression changes for several key pre-granulosa (G) and Sertoli cell-specific genes (H) post-transplantation. The expression levels on day 0 post-transplantation were set as 1.0 on the y-axis.

Next, to analyze the genes that were not associated with these side effects, we selected genes shared between the 1,561 pre-granulosa and 1,849 Sertoli cell-specific genes in fetal ovaries and testes at 12.5 dpc (Fig 4C, S2 Table). 

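Lzts1, which encodes a leucine zipper tumor suppressor, fell by 3.11 on the log2 scale by day 20 (standard error 0.44, adjusted p = 0.015, 2 arrays per day), and Emx2, a homeobox gene of the gonadal epithelium, fell by 2.03 (standard error 0.35, adjusted p = 0.0248). On day 10 neither passed, with log2 fold changes of -2.03 and -1.34 (adjusted p = 0.0657 and 0.102). Of 17 pre-granulosa marker genes (16 in the paper's tables), 5 fell by day 10 and 11 by day 20. When adjusted over the list alone, 11 fell and 1 rose by day 10 and 13 fell by day 20 (camera adjusted p = 4.84e-04 and 8.23e-06, and adjusted p = 0.473 and adjusted p = 0.435 with an estimated correlation). Their median was -2.50 on day 20 replicate 1, the array with high kidney genes, and -1.58 on day 20 replicate 2, with 16 of the 17 lower on replicate 1, and without replicate 1 the camera adjusted p was 1.05e-04. Gng13, a G protein subunit gene, fell by 2.87 by day 20, and Irx5, a homeobox gene, had a log2 fold change of -0.96 (adjusted p = 0.209).

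Of 17 Sertoli cell marker genes (9 in the paper's tables), 2 rose and 1 fell by day 10, and 3 rose and 2 fell by day 20, against 4 higher and 1 lower and 4 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0257 and 0.0787, and adjusted p = 0.380 and adjusted p = 0.413 with an estimated correlation). The members that fell were Dmrt1, a transcription factor gene of testis and germ cells, by 2.65 by day 10 and 2.60 by day 20, and Cst9, which encodes a cystatin, by 1.31 by day 20. Amh, the anti-Mullerian hormone gene, had log2 fold changes of 0.17 and 0.12 (adjusted p = 0.583 and 0.655).

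The probe sets in S2A Table (695, pre-granulosa cell-specific) and S2B Table (643, Sertoli cell-specific) were chosen by the study on these arrays, so that their counts are not independent evidence of direction. On the mean of at least 1 day, 540 of the 695 were more than 2-fold lower and 537 of the 643 more than 2-fold higher than on day 0. On at least 1 array, 667 and 622 were. The calls of Lzts1 and Emx2 on day 20 ended without any 1 of the day 0 and day 10 arrays (adjusted p up to 0.0926 and 0.137), and that of Gng13 also without day 20 replicate 1 (up to 0.199). The day 10 call of Dmrt1 ended without either day 10 array (up to 0.0898).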

Among the 4,747 downregulated and 6,730 upregulated genes in ovarian transplants, 41.2% (643/1,561 gene probes) of the pre-granulosa cell-specific genes and 37.6% (695/1,849 gene probes) of the Sertoli cell-specific genes were down- or upregulated by day 20 post-transplantation (Fig 4C, S2 Table). The numbers of down/upregulated pre-granulosa/Sertoli cell-specific genes increased gradually post-transplantation (Fig 4D), suggesting a potential involvement of these genes in this partial masculinization process.

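The pre-granulosa cell-specific probe sets that were more than 2-fold lower than on day 0 numbered 164 of 695 (23.6%) on day 4 and 257 (37.0%) on day 7. They numbered 325 and 357 on the 2 day 10 arrays, 374 (53.8%) on day 15, and 564 (81.2%) and 362 (52.1%) on the 2 day 20 arrays. The Sertoli cell-specific probe sets that were more than 2-fold higher numbered 229 of 643 (35.6%) on day 4 and 259 (40.3%) on day 7. They numbered 340 and 334 on the day 10 arrays, 403 (62.7%) on day 15, and 394 (61.3%) and 410 (63.8%) on the day 20 arrays. The day 20 arrays thus differed most for the pre-granulosa cell-specific probe sets, with 564 on replicate 1 and 362 on replicate 2. On replicate 1, 16 genes of the kidney loop, distal tubule and collecting duct (4 in the paper's tables) had a median log2 fold change of 2.35, against -0.19 on replicate 2. These are counts of single arrays against the mean of the day 0 arrays, with no test, and days 4, 7 and 15 had 1 array each. From the gradual increase in these numbers, the paper proposes that the genes are potentially involved in the partial masculinization.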

Based on gene clustering analyses, the down- and upregulated genes were divided into three clusters (Fig 4E and 4F; Table 1, S3 Table). 

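Cluster I, the pre-granulosa cell-specific probe sets in S3A Table, had a median log2 fold change of -1.32 on day 10 and -1.67 on day 20. Of its 189 probe sets, 82 fell by day 10 and 135 by day 20, and 178 and 165 fell when adjusted over the cluster alone. Cluster II, from S3B Table, had medians of 1.28 and 1.40, and of its 141 Sertoli cell-specific probe sets, 48 rose by day 10 and 69 by day 20 (121 and 97 when adjusted over the cluster alone). Cluster III, from S3C Table, had a median of 0.88 on day 20, and of its 261 probe sets, 34 rose (63 when adjusted over the cluster alone). The study chose these clusters on these arrays, so that the counts are not independent evidence of their direction. Without an array, the day 10 counts ran from 0 to 150 in cluster I and from 0 to 84 in cluster II. The day 20 count of cluster III ran from 0 to 106, and was 44 without day 20 replicate 1 and 106 without day 20 replicate 2. On replicate 1, where kidney genes were high, 64 probe sets of cluster III were more than 2-fold above replicate 2, and 17 were more than 2-fold below it.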

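Fst, which encodes the activin antagonist follistatin, fell by 1.77 on the log2 scale by day 10 (standard error 0.16, adjusted p = 0.0072, 2 arrays per day) and by 2.30 by day 20 (adjusted p = 0.0028). Bmp2, the gene of a secreted bone morphogenetic protein, fell by 2.39 (standard error 0.31, adjusted p = 0.0173) and by 2.57 (adjusted p = 0.0097), and its log2 fold change was -2.65 on the only array of day 7. Wnt4, a signal of ovarian differentiation, had a log2 fold change of -1.36 on day 10 (standard error 0.29, adjusted p = 0.0657), and it fell by 1.82 by day 20 (adjusted p = 0.0213). Rspo1, which enhances canonical WNT signalling, had a log2 fold change of -1.21 on day 10 (standard error 0.34, adjusted p = 0.121) and of 0.21 on day 4, and it fell by 1.94 by day 20 (adjusted p = 0.0267). The day 10 calls of Fst and Bmp2 ended without any 1 of the day 0 and day 10 arrays (adjusted p up to 0.0951 and 0.151). The day 20 call of Fst passed with any 1 array left out, those of Bmp2 and Wnt4 ended without either day 0 array, Wnt4 also without either day 10 array (up to 0.0713 and 0.114), and that of Rspo1 ended without any array other than day 20 replicate 2 (up to 0.134).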

Within cluster I, several key pre-granulosa cell-specific genes such as *Fst*, *Bmp2*, *Wnt4*, and *Rspo1* [20,48,49] were downregulated in the ovarian grafts by day 10 post-transplantation (Fig 4G). GO terms in this cluster (Fig 4F) included “negative regulation of cell differentiation” (*Irx3*, *Axin2*, *Fst*, *Mbnl3*, *Nr0b1*, *Wnt4*, *Wnt9a*; p = 1.5E-03) and “reproductive structure development” (*Immp2l*, *Fgfr2*, *Fst*, *Nr0b1*, *Wnt4*; p = 1.2E-02). 

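Irx3, a homeobox gene of granulosa cells, fell by 1.88 on the log2 scale by day 10 (standard error 0.30, adjusted p = 0.0322, 2 arrays per day) and by 2.67 by day 20 (adjusted p = 0.0086). Mbnl3, which encodes a regulator of RNA splicing, fell by 2.79 (standard error 0.42, adjusted p = 0.0267) and by 3.93 (adjusted p = 0.0071). At its other probe sets, the first of them brighter, Mbnl3 had -1.68 and -1.75 on day 10 and did not pass (adjusted p = 0.0677 and 0.114). By day 20 it fell there by 3.00 and 2.78. Immp2l, the gene of a mitochondrial inner membrane peptidase subunit, fell by 1.12 and 1.07, and Fgfr2, a fibroblast growth factor receptor gene, by 1.40 and 1.74. Nr0b1, which encodes the orphan nuclear receptor DAX1, had a log2 fold change of -2.22 on day 10 (standard error 0.53, adjusted p = 0.0867) and fell by 2.70 by day 20 (adjusted p = 0.0363). Axin2, a feedback inhibitor and target of WNT signalling, did not pass, at -1.41 on day 10 and -1.51 on day 20 (adjusted p = 0.0868 and 0.0505), nor did Wnt9a, at -1.26 and -1.25 (adjusted p = 0.102 and 0.0718). Without any 1 of the day 0 and day 10 arrays, the day 10 calls of Irx3, Mbnl3, Immp2l and Fgfr2 ended (adjusted p up to 0.237, 0.213, 0.266 and 0.253). On day 20, leaving out either day 0 array ended the calls of Irx3, Mbnl3 and Fgfr2 (up to 0.0638, 0.0603 and 0.0794), and leaving out any array other than day 20 replicate 2 those of Nr0b1 and Immp2l (up to 0.158 and 0.116).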

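Sox8, a transcription factor gene related to Sox9, rose 3.71-fold by day 10 (log2 fold change 1.89, standard error 0.18, adjusted p = 0.0074, 2 arrays per day) and 3.41-fold by day 20, and its log2 fold change was 1.58 on the only array of day 7. Gdnf, which encodes a growth factor for germline stem cells, rose 5.06-fold by day 10 (2.34, standard error 0.44, adjusted p = 0.0476) and 5.18-fold by day 20. Pdgfb, a platelet-derived growth factor gene, rose by 1.13 by day 10 (standard error 0.16, adjusted p = 0.0242), and on day 20 its log2 fold change of 0.82 was less than 2-fold (adjusted p = 0.038). Dhh, which encodes desert hedgehog, had a log2 fold change of 1.17 on day 10 (standard error 0.33, adjusted p = 0.12) and rose by 1.67 by day 20 (adjusted p = 0.0363).

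The medians of the 141 probe sets of cluster II were 0.55 on day 4, 0.79 on day 7, 1.35 and 1.32 on the day 10 arrays, 1.47 on day 15, and 1.30 and 1.64 on the day 20 arrays. The medians of the 261 probe sets of cluster III were 0.26 on days 4 and 7, 0.54 on the mean of the day 10 arrays, 0.88 on day 15, and 0.99 and 0.89 on the day 20 arrays. On day 20, 39 probe sets of cluster III were more than 2-fold higher on both arrays, 90 on replicate 1 alone and 60 on replicate 2 alone, whereas in cluster II 82 were so on both arrays. Of 23 proximal tubule genes (18 in the paper's tables), all were higher on replicate 1 than on replicate 2, by a median of 6.35.

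Between day 20 and day 10, 1 of the 45101 probe sets passed the test itself. An unadjusted p under 0.05 was found for 2253, about as many as this threshold passes by chance when nothing changes. Without day 20 replicate 1 or 2, which leaves a lone array on that day, more probe sets passed the test. The call made with all arrays ended with only the arrays of these 2 days and with a replicate block. It also ended without any 1 of the day 0 and day 10 arrays. The call was E330016L19Rik, named after its values were seen, which was higher on day 20 by at least 2.51, the difference with values under the 25th percentile (4.82) raised to it, as both day 10 arrays lay under it. The calls of Gdnf and the day 10 calls of Sox8 and Pdgfb ended without any 1 of the day 0 and day 10 arrays (adjusted p up to 0.232, 0.0951 and 0.211), the day 20 call of Sox8 without day 0 replicate 1 (0.0525), and that of Dhh whichever array was left out (up to 0.175).

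**Figure D2:**
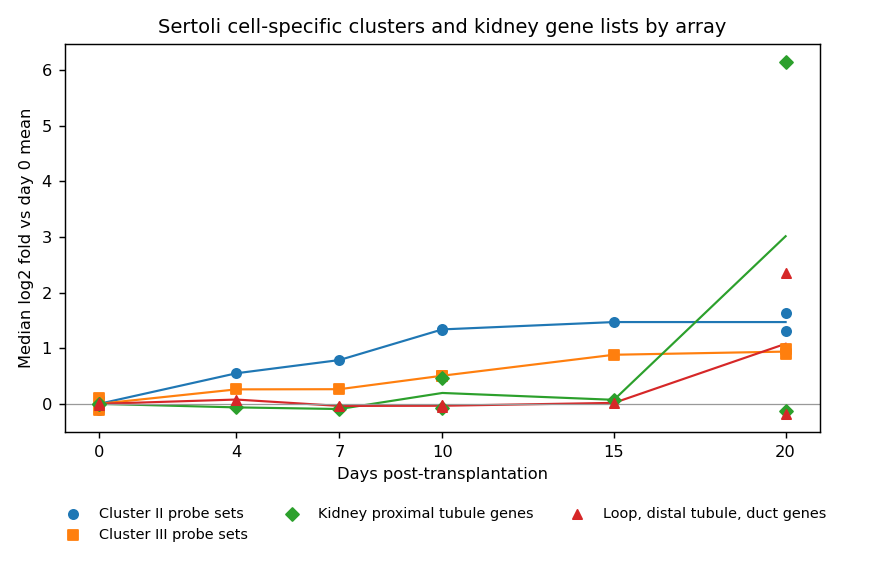
Median log2 fold change of the probe sets of clusters II and III and of the genes of 2 kidney lists against the mean of the day 0 arrays, plotted against days post-transplantation; each point is an array and the lines join the means of the arrays of a day. The kidney points of day 20 part into 6.16 and -0.13 (proximal tubule) and 2.35 and -0.19 (loop, distal tubule and duct), while those of cluster III lie at 0.99 and 0.89.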

In clusters II and III, Sertoli cell-specific genes were upregulated starting from days 7–10 and 15–20 post-transplantation, respectively (Fig 4E and 4H; Table 1). 

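Pdgfra, a platelet-derived growth factor receptor gene, rose 3.38-fold by day 10 (log2 fold change 1.76, standard error 0.22, adjusted p = 0.0153, 2 arrays per day) and 3.57-fold by day 20 (1.83, adjusted p = 0.0093). Notch1, a receptor gene of cell-cell signalling, rose by 1.26 by day 10 (adjusted p = 0.0153), and on day 20 its log2 fold change of 0.72 was less than 2-fold. Rora, which encodes a retinoid-related orphan receptor, rose by 1.96 by day 20 (standard error 0.22, adjusted p = 0.0083), and Tef, a bZIP transcription factor gene, by 1.42 (adjusted p = 0.0177). Sox9, which drives Sertoli cell differentiation, had log2 fold changes of 0.25 on day 10 (standard error 0.29, adjusted p = 0.673) and 0.15 on day 20 (adjusted p = 0.768), and of 0.96 on the day 15 array (adjusted p = 0.246).

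Bcl2l11, a proapoptotic gene, Tesc, Rgmb, Ahr, Mef2c, Rel, Nr4a1 and Nr4a2 did not pass on either day, with log2 fold changes on day 20 between 0.24 for Nr4a1 and 1.54 for Tesc. Gjb2, which encodes connexin 26, had a log2 fold change of 3.30 on day 20 replicate 1 and 0.94 on day 20 replicate 2. Likewise, Bik, a proapoptotic gene, had 1.16 and -0.05, Map7 (named Mtap7 in the paper), a microtubule-associated protein gene, 1.80 and 0.58, Pou3f3 1.59 and 0.05, and Glis3 2.03 and 0.95. None of these 5 genes passed on the mean of the day 20 arrays, with adjusted p between 0.109 for Glis3 and 0.417 for Bik. On replicate 1, the median excess of the 23 proximal tubule genes over replicate 2 was above all of 10000 random lists, and Umod, which encodes the kidney protein uromodulin, had a log2 value of 11.69 there and 3.78 on replicate 2.

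The day 10 calls of Pdgfra and Notch1 ended without any 1 of the day 0 and day 10 arrays (adjusted p up to 0.132 and 0.141), and the day 20 call of Pdgfra without either day 0 array (up to 0.069). Without day 0 replicate 1, the call of Rora ended (adjusted p = 0.0574), and that of Tef also without any other day 0 or day 10 array. Without day 20 replicate 2, Gjb2, Bik, Map7, Pou3f3 and Glis3 passed on day 20.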

GO terms associated with clusters II and III (Fig 4F) included “development of primary male sexual characteristics” (*Bik*, *Bcl2l11*, *Sox9*, *Dhh*, *Gjb2*, *Mtap7*, *Pdgfra*, *Tesc*; p = 3.1E-05) and “positive regulation of transcription” (*Glis3*, *Notch1*, *Pou3f3*, *Rora*, *Rgmb*, *Sox9*, *Ahr*, *Mef2c*, *Nr4a1*, *Nr4a2*, *Rel*, *Tesc*, *Tef*, etc.; p = 3.5E-02).

**Table 1:** Top 10 genes of the pre-granulosa cell-specific downregulated genes (cluster-I) and Sertoli cell-specific upregulated genes (cluster-II and III)^1)^.

Gene Symbol	Definition	4d	7d	10d ave.	15d	20d ave.	E12.5 ^2)^ XY > XX
**Cluster-I (downregulated on 10d)**							
*Cpa2*	carboxypeptidase A2, pancreatic	-1.6	-6.0	-15.4	-29.0	-48.8	-4.9
*Gm20265*		-1.6	-4.1	-13.2	-31.9	-30.5	-11.3
*Fam196b*	predicted gene, EG574403	-1.9	-3.2	-11.4	-21.4	-33.3	-30.6
*Mbnl3*	muscleblind-like 3 (Drosophila)	-1.9	-3.9	-6.9	-8.1	-15.2	-13.9
*Trim66*	tripartite motif-containing 66	-1.0	-2.0	-6.8	-9.0	-8.0	-5.7
*Gabrb1*	gamma-aminobutyric acid (GABA-A) receptor, subunit beta 1	-1.7	-3.3	-6.7	-9.3	-10.5	-16.7
*Col22a1*	collagen, type XXII, alpha 1	-1.4	-4.7	-6.1	-5.9	-8.3	-4.6
*Ppp1r3g*	protein phosphatase 1, regulatory (inhibitor) subunit 3G	-1.3	-3.5	-6.0	-6.2	-7.8	-3.8
*Igf2*	insulin-like growth factor 2	-1.6	-2.0	-5.7	-6.4	-13.6	-4.5
*Drp2*	dystrophin related protein 2	-1.5	-2.8	-5.1	-7.1	-8.5	-24.4
**Cluster-II (upregulated on 10d)**							
*Miox*	myo-inositol oxygenase	-1.0	-1.2	11.9	22.6	77.8	4.0
*Pla2g4c*	phospholipase A2, group IVC (cytosolic, calcium-independent)	-1.1	-1.3	8.5	23.8	24.9	3.1
*Rerg*	RAS-like, estrogen-regulated, growth-inhibitor	1.5	3.7	7.3	12.6	9.9	29.2
*Fam40b*	family with sequence similarity 40, member B	1.3	2.7	7.0	6.8	6.0	4.0
*Synm*	synemin, intermediate filament protein	1.8	2.5	6.6	10.4	7.8	6.7
*Zar1*	zygote arrest 1	-1.0	-1.2	6.5	12.3	13.0	5.1
*Gpm6b*	glycoprotein m6b	1.8	4.4	6.1	3.4	3.7	2.8
*Esrp1*	RNA binding motif protein 35A	-2.3	1.9	6.0	10.7	9.0	7.0
*Egflam*	EGF-like, fibronectin type III and laminin G domains	1.4	2.7	5.4	6.2	4.3	2.8
*Slc45a3*	solute carrier family 45, member 3	-1.4	-1.3	5.0	17.4	24.3	2.0
**Cluster-III (upregulated on 20d)**							
*Hao2*	hydroxyacid oxidase (glycolate oxidase) 3	1.4	1.3	1.2	1.5	10.4	4.2
*Aass*	aminoadipate-semialdehyde synthase	1.5	-1.1	1.4	2.4	10.2	7.6
*Crym*	crystallin, mu	-1.5	-1.3	-1.2	1.0	6.5	3.8
*Adhfe1*	alcohol dehydrogenase, iron containing, 1	1.2	-1.0	1.0	1.2	5.7	4.8
*Adh1*	alcohol dehydrogenase 1 (class I)	1.4	1.5	1.4	1.7	4.8	3.6
*Nceh1*	arylacetamide deacetylase-like 1	1.6	1.1	1.5	2.9	4.6	2.5
*Gjb2*	gap junction protein, beta 2	-1.1	-1.1	-1.0	1.1	4.3	28.9
*Cdo1*	cysteine dioxygenase 1, cytosolic	-1.3	-1.2	1.3	2.5	4.2	3.2
*Cage1*	cancer antigen 1	-1.1	1.0	1.9	3.7	3.8	3.1
*Mfsd2a*	major facilitator superfamily domain containing 2	-1.4	-1.5	1.4	3.2	3.5	4.1

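All 10 cluster I genes fell by day 10 and by day 20. Igf2, which encodes a fetal growth factor, fell by 2.52 on the log2 scale by day 10 (standard error 0.18, adjusted p = 0.0046, 2 arrays per day) and by 3.76 by day 20. Gm20265 fell by 3.72 and 4.93, and Fam196b by 3.51 and 5.06. Trim66, Gabrb1, a GABA receptor subunit gene, Col22a1, a collagen gene, Ppp1r3g and Drp2 fell by 2.36 to 2.77 by day 10.

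Of the 10 cluster II genes, 5 rose by day 10 and 9 by day 20. Rerg, which encodes a RAS-like growth inhibitor, rose 7.31-fold by day 10 (2.87, standard error 0.49, adjusted p = 0.0369), Fam40b 6.97-fold, Synm, which encodes the intermediate filament protein synemin, 6.57-fold, Gpm6b 6.07-fold, and Egflam 5.43-fold. Miox, which encodes the renal enzyme myo-inositol oxygenase, rose 77.8-fold by day 20 (6.28, standard error 1.33, adjusted p = 0.0438), with log2 fold changes of 8.21 on replicate 1 and 4.36 on replicate 2. Pla2g4c, Zar1, a maternal-effect gene of oocytes, and Slc45a3 rose by 4.64, 3.71 and 4.60 by day 20, and Esrp1, a splicing regulator gene of epithelia, did not pass (3.18, adjusted p = 0.057).

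Of the 10 cluster III genes, Nceh1, Cdo1, a cysteine dioxygenase gene, and Mfsd2a, a lipid transporter gene, rose by day 20, by 2.21, 2.09 and 1.81 (adjusted p = 0.0192, 0.0328 and 0.0183). Hao2, an oxidase gene of kidney and liver, had log2 fold changes of 4.98 on day 20 replicate 1 and 1.77 on replicate 2, and Aass, of lysine breakdown, 4.55 and 2.15. Crym had 4.29 and 1.09, Adhfe1 4.00 and 1.04, and Adh1, an alcohol dehydrogenase gene, 3.37 and 1.18. On replicate 1, the kidney genes Kap and Acsm2 had log2 values of 13.69 and 14.00, against 6.44 and 5.28 on replicate 2. With the study's choice of these genes on these arrays, their counts are not independent evidence of direction.

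Without an array, the day 10 counts ran from 0 to 10 in cluster I and from 0 to 5 in cluster II, with 0 in both without day 10 replicate 2. Of the 9 day 20 calls in cluster II, all but that of Gpm6b ended without day 0 replicate 1 (adjusted p up to 0.181 for Miox), and that of Gpm6b ended without day 0 replicate 2 (up to 0.0632). In cluster I, the day 20 calls of Trim66 and Gabrb1 ended without either day 0 array (up to 0.0641 and 0.0811) and that of Ppp1r3g without day 0 replicate 2 (0.052). In cluster III, the day 20 calls of Nceh1, Cdo1 and Mfsd2a ended without either day 0 array, and those of Cdo1 and Mfsd2a also without either day 10 array. Without day 20 replicate 1, the array with high kidney genes, the calls of Nceh1 and Cdo1 ended. More of the 10 genes passed without day 20 replicate 2.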

^1)^ Fold changes of top 10 genes in cluster-I (pre-granulosa cell-specific genes downregulated on day 10 post-transplantation) and cluster-II and III (Sertoli cell-specific genes upregulated on days 10 and 20 post-transplantation) (also see Fig 4F).

2) Fold changes from a published dataset using *Sry*-EGFP Tg lines [47].

### Down- or upregulation of several key genes specific to pre-granulosa or Sertoli cells in ovarian grafts

By using a inducible SRY transgenic line, the first cellular sign of pre-granulosa cell differentiation in XX gonads was identified as the loss of SDSI during 11.5 to 11.75 dpc [4,17]. Moreover, in the present masculinization model, the re-acquisition of SDSI activity occurs in pre-granulosa cells, together with follicular degeneration, in the ovarian grafts on days 7–10 post-transplantation [17]. Among the genes that were downregulated by day 10 post-transplantation (including cluster I), we focused on transcription/nuclear factors that may be potentially involved in the re-acquisition of SDSI activity in pre-granulosa cells. 

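Of the 16 transcription or nuclear factor genes in the upper part of Table 2, 6 fell by day 10 and 11 by day 20. Lhx9, a LIM homeobox gene that the early gonad needs, fell by 3.39 on the log2 scale by day 10 (standard error 0.48, adjusted p = 0.023, 2 arrays per day) and by 3.83 by day 20 (adjusted p = 0.0111). Msx1, a homeobox gene, fell by 1.93 (standard error 0.35, adjusted p = 0.0416) and by 3.17 (adjusted p = 0.0076), and Zim1, an imprinted zinc finger gene, by 2.11 and 3.12. Zfp277 fell by 1.08 and 1.17. Lhx2 fell by 1.28 by day 10 (adjusted p = 0.0285), but by 0.09 with values under the 25th percentile (4.82) raised to it, and its log2 fold change on day 20 was -0.58 (adjusted p = 0.131). By day 20, Dcaf12l1, Emx2os, the antisense transcript of Emx2, and Prrx2 fell by 2.38, 2.44 and 2.53, and Zfp503 and Zfyve1 by 1.23 and 1.28. At their other, brighter probe sets, Zfp503 and Zfyve1 had -0.59 and -0.67 on day 20 and did not pass (adjusted p = 0.126 and 0.0514). Irx3 fell on both days and Nr0b1 by day 20.

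Zbtb7c, Zfp612 and Fez1 passed on neither day, with log2 fold changes on day 20 of -1.96, -1.01 and -0.70 (adjusted p = 0.0802, 0.066 and 0.284), and Limd2, at -0.98 and -0.92, stayed within 2-fold. The study chose these genes on these arrays, so that the counts are not independent evidence of direction. Without an array, the day 10 count ran from 0 to 11 and the day 20 count from 1 to 13, and the calls named here ended without either day 0 array (adjusted p up to 0.291 for Zfp277), except that of Zim1 on day 20, which passed with any 1 array left out.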

Table 2 displays the 16 candidate downregulated genes encoding transcription/nuclear factors. RT-qPCR analyses of these genes in ovarian grafts of busulfan-treated mice confirmed significant downregulation of *Irx3* (*Iroquois related homeobox 3*, a granulosa cell-specific factor crucial for ovarian follicle development, together with a redundant function of *Irx5* [50]), *Nr0b1* (*Nuclear receptor subfamily 0*, *group B*, *member;* also known as *Dax1*), *Emx2* (*empty spiracles homeobox 2*; a crucial factor for the epithelial-to-mesenchymal transition of gonadal somatic cells [51]), and *Fez1*/*Lzts1* (*tumor suppressor gene 1*, which inhibits cell proliferation in ovarian cancer [52]), except for *Zbtb7c* (*zinc finger and BTB domain containing 7a*) (Fig 5A). All of these genes have been identified as ovarian genes that are independent of *Foxl2* action [18]. *Nr0b1*/*Dax1*, also known as anti-*Sry* gene [53,54], was also gradually downregulated in the ovarian grafts during the early phases of transplantation.

**Fig 5:**
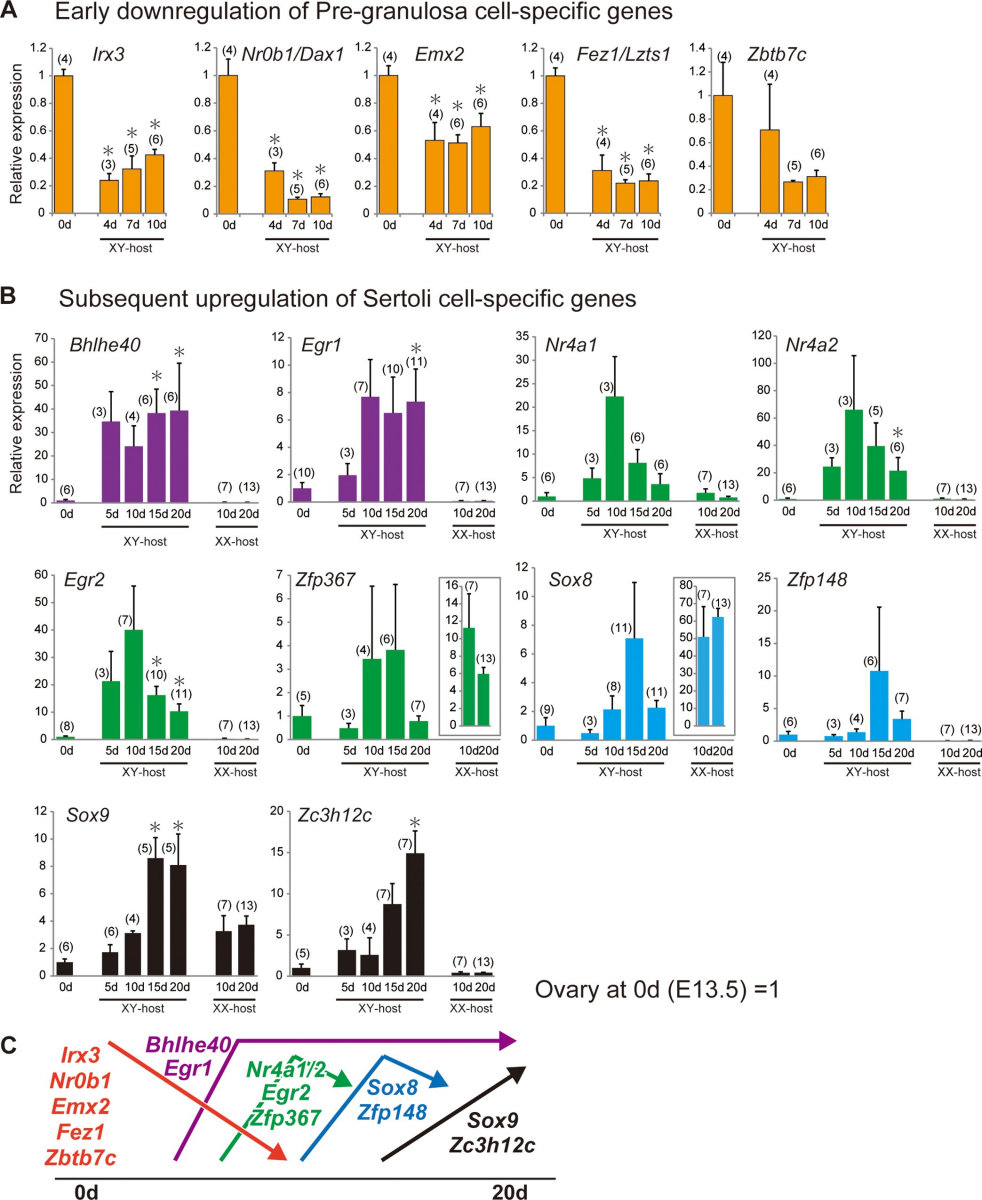
Temporal changes in the expression levels of each pre-granulosa/Sertoli cell-specific gene encoding a transcription/nuclear factor in grafted ovaries. **(A–B)** Bar graphs showing temporal changes in the expression levels (y-axis) of pre-granulosa (A) and Sertoli cell-specific genes (B) in ovarian grafts in male and female host mice on each day post-transplantation (x-axis). The data are expressed as means ± SEM. The expression levels on day 0 post-transplantation (i.e., the ovaries isolated from the 13.0-dpc embryos pretreated with busulfan) were set as 1.0 on the y-axis (*p<0.05 as compared with day 0, Dunnett’s test or Steel’s test). The numbers in parentheses indicate the number of explants used at each stage. **(C)** Expression profile categories for pre-granulosa or Sertoli cell-specific genes in grafted ovaries during partial masculinization.

**Table 2:** List of the potentially 16 down- or 22 up-regulated genes of pre-granulosa or Sertoli cell-specific transcription/nuclear factor, respectively^1)^.

Gene Symbol	Definition	4d	7d	10d ave.	15d	20d ave.	E12.5 ^2)^ XY > XX
*Lhx9*	LIM homeobox protein 9	-7.6	-8.8	-10.4	-11.9	-14.2	-18.2
***Nr0b1***	nuclear receptor subfamily 0, group B, member 1	-1.9	-2.6	-4.6	-4.9	-6.5	-3.0
*Zim1*	zinc finger, imprinted 1	-1.4	-2.2	-4.3	-6.2	-8.7	-12.9
*Msx1*	homeobox, msh-like 1	-2.6	-3.0	-3.8	-6.1	-9.0	-10.2
***Irx3***	Iroquois related homeobox 3 (Drosophila)	-1.6	-1.8	-3.7	-5.3	-6.3	-21.2
*Dcaf12l1*	WD repeat domain 40B	-1.8	-2.9	-3.6	-4.1	-5.2	-7.8
***Emx2os***	EMX2OS mRNA, complete sequence	-1.5	-2.1	-3.3	-4.7	-5.4	-3.6
***Zbtb7c***	zinc finger and BTB domain containing 7C	-1.2	-1.6	-3.3	-3.6	-3.9	-4.0
*Prrx2*	paired related homeobox 2	-1.4	-1.9	-3.0	-2.8	-5.8	-5.7
*Lhx2*	LIM homeobox protein 2	-2.7	-3.0	-2.4	-1.9	-1.5	-2.0
*Zfp277*	zinc finger protein 277	-1.8	-2.2	-2.1	-2.1	-2.3	-5.0
*Limd2 ///* *LOC632329*	LIM domain containing 2	-1.0	-1.6	-2.0	-1.8	-1.9	-2.9
*Zfp612*	zinc finger protein 612	-1.1	-1.4	-1.9	-1.8	-2.0	-3.7
*Zfp503*	zinc finger protein 503	-1.8	-1.3	-1.8	-2.6	-2.3	-4.3
*Zfyve1*	zinc finger, FYVE domain containing 1	-1.2	-1.6	-1.7	-1.9	-2.4	-3.5
***Fez1***	fasciculation and elongation protein zeta 1 (zygin I)	1.1	-1.0	-1.3	-1.2	-1.7	-1.4
*Zbtb20*	zinc finger and BTB domain containing 20	3.4	7.8	9.9	12.6	17.5	3.6
***Egr2***	early growth response 2	10.0	8.2	6.9	203.4	10.4	3.3
***Bhlhe40***	basic helix-loop-helix family, member e40	2.8	2.8	2.9	13.0	5.1	2.2
*Klf6*	Kruppel-like factor 6	4.6	4.1	4.5	7.5	4.2	2.3
***Egr1***	early growth response 1	2.9	3.3	3.6	29.3	4.1	2.7
*Rora*	RAR-related orphan receptor alpha	1.8	1.6	2.1	2.8	3.9	2.6
***Sox8***	SRY-box containing gene 8	2.4	3.0	3.7	4.5	3.4	8.8
*Dtx4*	deltex 4 homolog (Drosophila)	1.2	1.6	2.0	1.9	2.9	2.1
*Glis3*	GLIS family zinc finger 3	1.5	1.2	1.6	1.4	2.8	7.2
***Zfp367***	zinc finger protein 367	1.2	1.5	2.7	2.7	2.3	3.5
*Znrf2*	zinc and ring finger 2	1.4	1.3	1.6	1.8	2.3	2.3
***Zc3h12c***	zinc finger CCCH type containing 12C	1.6	1.7	2.0	2.4	2.3	2.5
*Pdlim5*	PDZ and LIM domain 5	1.5	2.1	2.4	2.2	2.2	3.0
***Zfp148***	zinc finger protein 148	1.8	1.8	2.1	2.1	2.2	2.0
*Mef2c*	myocyte enhancer factor 2C	1.3	2.7	2.5	2.4	2.1	3.1
*Nr4a3*	nuclear receptor subfamily 4, group A, member 3	2.3	1.9	1.3	4.0	2.0	7.9
***Nr4a2***	nuclear receptor subfamily 4, group A, member 2	1.2	-1.1	1.3	1.9	1.6	5.5
*Zcchc11*	zinc finger, CCHC domain containing 11	1.1	1.7	1.9	1.9	1.5	2.4
*Zbtb1*	zinc finger and BTB domain containing 1	1.2	1.2	1.5	2.1	1.5	2.6
***Zc3h12c***	zinc finger CCCH type containing 12C	1.2	1.2	1.5	1.8	1.5	3.1
*Btbd3*	BTB (POZ) domain containing 3	1.1	1.2	1.5	1.5	1.5	3.1
***Nr4a1***	nuclear receptor subfamily 4, group A, member 1	1.2	-1.1	-1.1	6.5	1.2	2.2

^**1)**^ Fold changes of the selected transcription/nuclear factors down- or up-regulated in ovarian grafts at each stage (|fold| > 1.5).

^**2)**^ Fold changes from a published dataset [47].

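The lower part of Table 2 lists 22 probe sets, of which 8 rose by day 10 and 13 by day 20. Zbtb20, a zinc finger gene, rose 9.90-fold by day 10 (log2 fold change 3.31, standard error 0.20, adjusted p = 0.0033, 2 arrays per day) and 17.5-fold by day 20 (4.13, adjusted p = 0.0013). Egr2, an immediate early gene that growth factors induce, rose 6.93-fold (2.79, standard error 0.31, adjusted p = 0.0113) and 10.4-fold. Bhlhe40, a bHLH repressor gene of the circadian clock, rose by 1.55 by day 10 and by 2.34 by day 20, and Klf6, a zinc finger gene of wound responses, by 2.16 and 2.08. Zfp367, Zfp148 and Zc3h12c at 1 of its 2 listed probe sets rose by 1.42, 1.07 and 1.03 by day 10, and Egr1 rose by 2.03, Dtx4 by 1.52, Znrf2 by 1.20 and Nr4a3 by 1.02 by day 20. The other 5 probe sets of Zfp148 in the annotation, all brighter, did not pass on either day, with 0.13 to 0.87 on day 10. The brightest probe set of Znrf2 had 0.43 on day 20 and did not pass (adjusted p = 0.131), whereas a dimmer one rose by 1.02. At its other probe sets, both dimmer, Nr4a3 had -0.26 and -0.55 on day 20 and did not pass. Zc3h12c at its other listed probe set had 0.58 and 0.61 and did not pass, and Pdlim5, Zcchc11, Zbtb1 and Btbd3 did not pass on either day.

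On the day 15 array, Egr2, Egr1, Bhlhe40 and Nr4a1 had log2 fold changes of 7.67, 4.87, 3.70 and 2.69, and Nr4a1 lay between -0.36 and 0.85 on the other grafts. A list of 20 further immediate early genes, such as Egr3, has at least 7 members in the paper's tables. Of these 20, 19 were higher on day 15 than on the mean of days 10 and 20. The median difference was 1.33 on the log2 scale, but day 15 had only 1 array. Of these 20, 2 rose by day 10 and 5 by day 20, against 3 and 8 when adjusted over the list alone (camera adjusted p = 9.28e-07 and 2.77e-07, and adjusted p = 0.2497 on both days with an estimated correlation).

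The study chose the Table 2 genes on these arrays, so that their counts are not independent evidence of direction. Without an array, the day 10 count ran from 0 to 11 and the day 20 count from 4 to 13, the day 10 calls of Egr2, Bhlhe40, Zfp367 and Zfp148 ended without any 1 of the day 0 and day 10 arrays (adjusted p up to 0.127, 0.166, 0.149 and 0.244), and that of Zbtb20 ended without day 10 replicate 2 (0.0542). Those of Zc3h12c at that probe set on both days and of Egr1, Dtx4, Znrf2 and Nr4a3 on day 20 ended without any 1 of the day 0 and day 10 arrays (up to 0.2175, 0.207, 0.084, 0.1025 and 0.136), and the day 10 call of Klf6 without day 0 replicate 1 or either day 10 array (up to 0.1225).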

Next, among the upregulated genes in ovarian transplants (including clusters II and III), we selected 22 transcription/nuclear factors showing differences in expression more than 1.5-fold at each stage (lower column in Table 2) in order to understand the molecular basis underlying the partial masculinization. RT-qPCR analyses of these genes revealed that *Bhlhe40* (*basic helix-loop-helix family*, *member e40*) and *Egr1* (*early growth response 1*) was upregulated on day 5–10 post-transplantation, and its high expression levels were maintained by day 20 post-transplantation. *Nr4a1* (*nuclear receptor subfamily 4*, *group A*, *member 1*), *Nr4a2*, *Egr2*, *Zfp367* (*zinc finger protein 367*), *Sox8* and *Zfp148*, albeit of no significance in some genes (e.g., *Nr4a1*, p = 0.08 on day 10; owing partly to the varying degrees of masculinization in each graft), displayed a transient upregulation pattern around on day 10–15 post-transplantation (Fig 5B). *Sox8* expression appeared to be upregulated 10–15 days post-transplantation, prior to significant *Sox9* upregulation at 15–20 days post-transplantation. This was consistent with our *Sox8 in situ* hybridization (Fig 3A and 3B). *Zc3h12c* gradually increased post-transplantation, with a significant peak on day 20. Moreover, such expression levels in the ovarian explants in the XY-host were compared with those in XX-host on days 10 and 20 post-transplantation (right two bars in Fig 5B). In the ovarian explants in the XX-host, most of the genes were maintained at lower levels in the ovarian grafts in XX-host than XY-host, except for *Zfp367* and *Sox8*, two gene transcripts that were previously shown to be enriched in the maturing oocyte [55,56]. Their high level expression in XX-host (see right graphs surrounded by a box in Fig 5B) may be possibly due to the presence of several growing antral follicles with the healthy oocytes survived even in the busulfan-treated samples in XX-host. The expression profile categories of these genes were schematically shown in Fig 5C.

### Upregulation of Androgen receptor (*Ar*) and its related genes in ovarian grafts in the male-host environment

To examine the response to testosterone actions in ovarian grafts, we selected *Ar* (*Androgen receptor*) and AR-target genes in supporting cells such as *Ube2b* (*ubiquitin-conjugating enzyme E2B*, a direct target/mediator gene of AR in Sertoli cells [57]), *B4galnt1/Galgt1* (*beta-1*,*4-N-acetyl-galactosaminyl transferase 1*, a gene essential for proper spermatogenesis [58–60]), and *Tubb3* (*tubulin*, *beta 3 class III*, a direct target of AR in Sertoli cells [61]) among the upregulated genes (see S1 Table), and their expression levels were comparatively examined in the ovarian explants in the XY- and XX-hosts on days 10 and 20 post-transplantation (Fig 6). 

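On the arrays of grafts in XY hosts, Tubb3, a neuronal beta tubulin gene, rose 3.62-fold by day 10 (log2 fold change 1.86, standard error 0.32, adjusted p = 0.037, 2 arrays per day) and 3.72-fold by day 20 (1.89, adjusted p = 0.0237), and stood at 3.04 on day 4. B4galnt1, an enzyme gene of ganglioside synthesis, had log2 fold changes of 0.60 on day 10 (standard error 0.38, adjusted p = 0.433) and 1.70 on day 20 (adjusted p = 0.0501), with 2.28 on replicate 1 and 1.12 on replicate 2. Ube2b, a ubiquitin-conjugating enzyme gene, had -0.13 and -0.23 (standard error 0.15, adjusted p = 0.668 and 0.37).

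Of 9 androgen response genes (2 in the paper's tables), 1 rose by day 10, and 2 rose and 1 fell by day 20. When adjusted over the list alone, 1 rose and 1 fell by day 10, and 3 rose and 1 fell by day 20 (camera adjusted p = 0.276 and 0.130). Tsc22d3, which glucocorticoids also induce, rose by 1.13 by day 20, and Rhox5, an androgen-regulated homeobox gene of Sertoli cells, fell by 3.35 (adjusted p = 0.0244). On replicate 1 the Y-linked genes of the host stood higher than on replicate 2 by a median of 2.04. Without any 1 of the day 0 and day 10 arrays, both calls of Tubb3 ended (adjusted p up to 0.273), that of Rhox5 ended without any 1 of the day 10 and day 20 arrays (up to 0.0771), and that of Tsc22d3 ended whichever array was left out (up to 0.14), whereas without either day 20 array B4galnt1 passed on day 20.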

*Ar* and *Ube2b* were up-regulated in the ovarian explants of both intact male and female hosts on day 10 post-transplantation, and their expression in intact male hosts becomes higher than intact female hosts on day 20 post-transplantation. Moreover, expression levels of *B4galnt1* and *Tubb3* in the ovarian explants appear to be higher in XY-host than in XX-host on days 10 and 20 post-transplantation, respectively. These data suggest the positive responses of testosterone actions in the ovarian explants of XY-host in this masculinization model.

**Fig 6:**
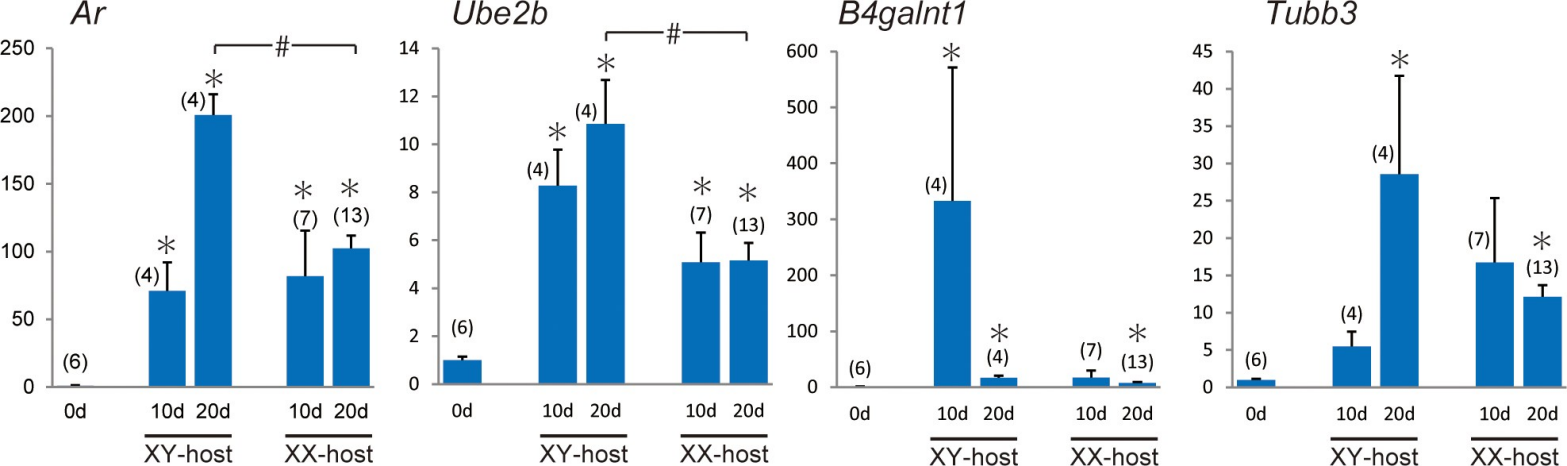
Expression profiles of AR and its target genes in grafted ovaries. Bar graphs showing temporal changes in the expression levels (y-axis) of *Ar* and AR-target genes, *Ube2b*, *B4galnt1* and *Tubb3*, in ovarian grafts in XY- and XX-host on each day post-transplantation (x-axis). The data are expressed as means ± SEM. The expression levels on day 0 post-transplantation were set as 1.0 on the y-axis (*p<0.05 as compared with day 0; #p<0.05 as compared between different host groups, Steel’s test). The numbers in parentheses indicate the number of explants used at each stage.

Finally, the global alteration of the shared transcriptomes with Sertoli cell- or granulosa cell-specific genes in the masculinization of ovarian grafts was schematically shown in Fig 7.

**Fig 7:**
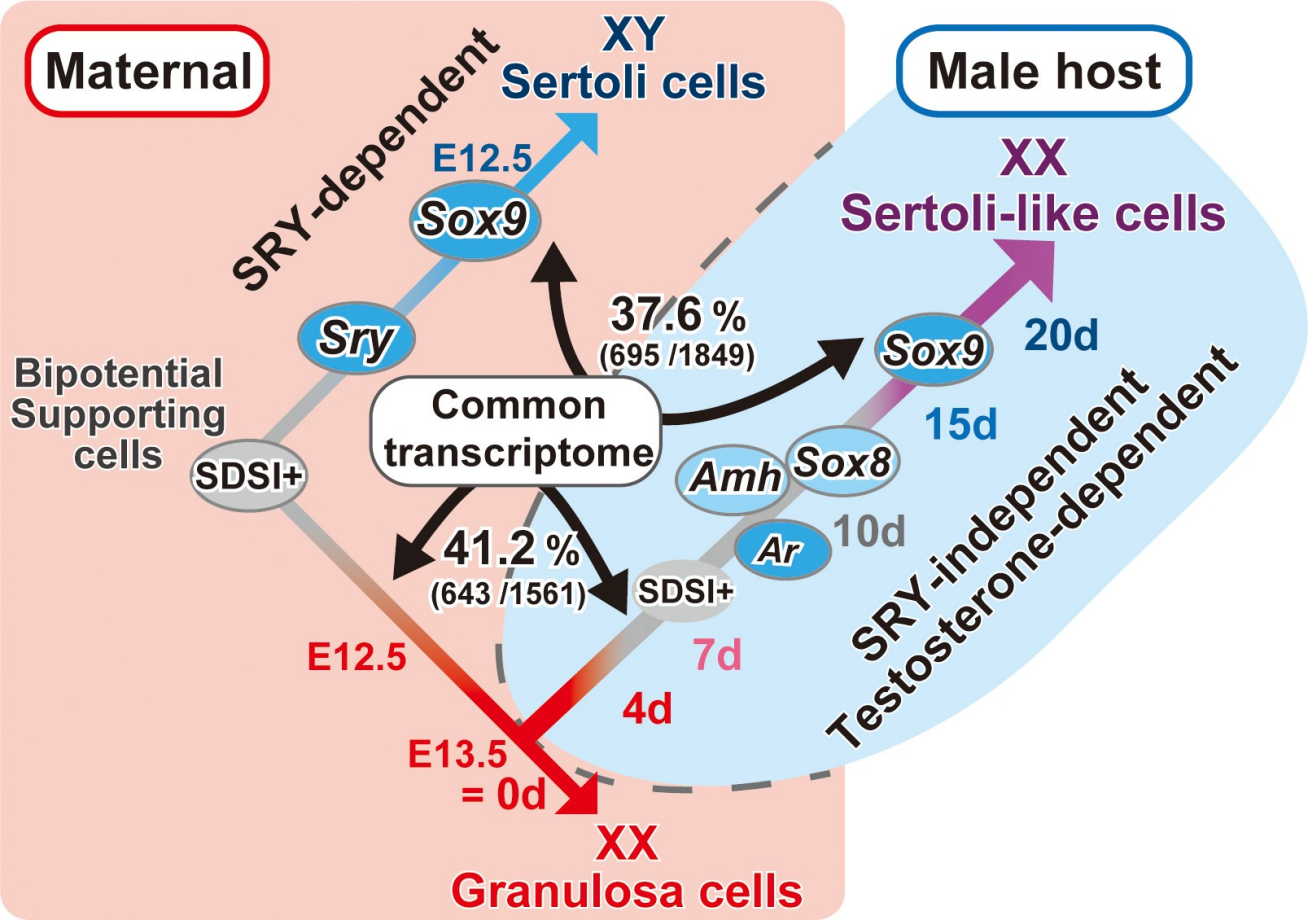
Testosterone-dependent masculinization of mouse fetal ovaries transplanted into the XY host. Schematic representation showing i) normal sex differentiation of SDSI-positive bipotential supporting cells in the maternal environment (pink background at left side) and ii) the partial masculinization of pre-granulosa cells, together with temporal upregulation of *Ar*, *Amh*, *Sox8* and *Sox9* in ovarian grafts in XY host (light blue background at right side). The global shared transcriptomes with Sertoli cell- and granulosa cell-specific genes between normal sex differentiation and masculinization processes was also shown (i.e., downregulation of 41.2% [643/1,561 gene probes] of the pre-granulosa cell-specific genes, versus upregulation of 37.6% [695/1,849 gene probes] of the Sertoli cell-specific genes [47]). Early downregulation of pro-ovarian genes and subsequent upregulation of pro-testis genes during days 4 to 20 post-transplantation (see Fig 5C) are indicated by a color change from red to purple in the bar. SDSI-positive bipotential state is also indicated as gray bars.

## Discussion

In fetal mouse ovarian explants grafted into male hosts, the masculinization processes are separated into distinct early (follicular degeneration/tubular structure formation) and late stages (subsequent appearance of ectopic SOX9-positive Sertoli-like cells in the ovarian grafts). Our temporal gene expression profiles of 4,747 downregulated and 6,730 upregulated genes in ovarian graft tissue post-transplantation revealed downregulation of 41.2% (643/1,561 gene probes) of the pre-granulosa cell-specific genes and upregulation of 37.6% (695/1,849 gene probes) of the Sertoli cell-specific genes (Figs 4C, 4D and 7). In particular, ovary-specific genes, including *Irx3*, *Nr0b1/Dax1*, *Emx2*, and *Fez1/Lzts1* [18,62,63], were downregulated within the first 10 days post-transplantation (Fig 5C). These four genes were previously identified as early ovarian genes that function independently of *Foxl2* action [18]. Our previous study demonstrated that under the same grafting conditions, SDSI was re-acquired in FOXL2-positive granulosa cells from degenerating follicles and tubular structures in ovarian grafts 7–10 days post-transplantation [17]. Furthermore, we found that loss of SDSI was the first sign of pre-granulosa cell differentiation at 11.5–11.75 dpc, during the onset of the female-specific expression of these four genes in differentiating ovaries. Collectively, these data suggest that downregulation of these candidate genes by day 7–10 post-transplantation may be positively associated with re-acquisition of SDSI in granulosa cells during partial masculinization of ovarian grafts.

In contrast to the early downregulation of ovarian genes, our RNA analyses suggested the transient upregulation profiles of *Nr4a1/2*, *Egr1/2*, *and Sox8* on days 10–15 post-transplantation, albeit not statistically significant in *Nr4a1* and *Sox8* (Fig 5C). It has previously been shown that the transcription factors *Nr4a1/2* and *Egr1/2*, albeit of their testis-specific expression at 12.5 dpc, are upregulated in the luteinization processes of granulosa cells in preovulatory ovarian follicles (Carletti and Christenson [64] and references therein). *Egr1*, a potential regulator of *Dmrt1* in Sertoli cells [65], was also shown to induce apoptosis in granulosa cells in atretic ovarian follicles [66]. Since follicle degeneration reaches a peak around 7–10 days post-transplantation [17], these data may suggest that these upregulated genes are involved in ovarian follicle degeneration and tubular formation in fetal ovarian grafts in a similar manner to the follicular atresia and luteinization in an estrous cycle of adult ovaries.

It has been demonstrated that *Nr4a1*, a positive regulator of GDNF expression in Sertoli cells [67], can upregulate AR expression in granulosa cells [68], further suggesting that it enhances AR-dependent signaling cascades during the degenerating follicles and subsequent partial masculinization. In previous reports, a granulosa cell-specific deletion of *Ar* gene showed that AR-mediated actions in the granulosa cells are required for the proper follicle dynamics [69,70], while excess androgen exposure in the fetal ovaries leads to prevalent hyperandrogenic infertility of polycystic ovary syndrome [71]. The present study demonstrated that the SOX9-positive Sertoli-like cells were ectopically induced not only in XY-host, but also in XX-host treated with testosterone/DHT. Especially, among three AR-target genes, *Ube2b* was significantly up-regulated in XY-cast (Fig 6), suggesting the positive correlation of *Ube2b* expression with this testosterone-dependent masculinization. However, it is also possible that, besides testosterone, other hormones (e.g., FSH and LH) derived from XY-host contribute to the follicular degeneration and subsequent masculinization along the hypothalamo-pituitary-gonadal axis [72–75]. Moreover, we could not completely rule out possible contribution of the side effects from transplantation (e.g., injury and wound healing) to this partial masculinization process. Therefore, the accurate function of each upregulated pro-testis gene (including *Ar* and AR-target genes) in this masculinization will require further genetic studies using fetal ovarian grafts with corresponding null mutations.

In the present study, *Sox8* is widely expressed in granulosa cells in degenerating follicles during both the AMH-positive and -negative stages in the tubular structures even at day 10 post-transplantation (Fig 3, S5 Fig). The present reverse genetic analysis showed that degenerating follicles were significantly more abundant in both *Sox8*^-/-^ and *Amh*^-/-^ ovarian explants on day 20 post-transplantation (Fig 3C, 3D and 3G), suggesting that a certain contribution of either *Sox8* or *Amh* activity resistance and/or delay of follicular degeneration in the ovarian grafts. This is consistent with the recent data showing the association between human primary ovarian insufficiency (POI) and *SOX8* variants [76], together with AMH as an ovarian reserve marker in POI (also see review by Visser et al. [77]). However, no appreciable change was detectable in the ectopic appearance of SOX9-positive Sertoli-like cells in either *Sox8*-null or *Amh*-null explants (Fig 3E, 3F and 3G). From these genetic data, we can conclude that these genes play a non-essential role in the later phase of this masculinization process, albeit that there still remains the possible redundant function with other factors in this process. This is because *Sox* genes such as *Sox8* and *Sox10* share target genes and have redundant functions in the regulation of *Sox9* expression during testis differentiation [9,14,16,42,78]. It is also possible that TGF-β signals in *Amh*-null ovarian grafts are functionally redundant, owing to the critical roles of other TGF-β family members (such as activin and nodal) in testis development.

Finally, in this masculinization model, SOX9-positive Sertoli-like cells are restricted to the presumptive medullary region 15–20 days post-transplantation (Fig 2A). One possible explanation is the existence of a specific subpopulation of pre-granulosa cells on the mesonephric side that continuously retains SDSI throughout the fetal stages in normal ovaries [17,21]. After birth, they are fated to contribute to the first wave of follicular growth in the postnatal ovarian development [21]. Since this SDSI-positive subpopulation may sustain a “ready-to-go” state of *Sox9* expression in normal developing ovaries, it is possible that such marginal subpopulation may contribute to this testosterone-dependent masculinization.

In conclusion, the present study reveals the transcriptome patterns of the testosterone-mediated masculinization in ovarian grafts in male nude mice. These gene expression profiles may help elucidate the infertility and masculinization of mammalian fetal ovaries caused by in utero exposure to inadequate hormonal conditions, as in the case of freemartin syndrome in mixed-sex cattle twins and polycystic ovary syndrome in mammals.

## Materials and methods

### Animals

All animal experiments in this study were carried out in strict accordance with the approved guidelines by the institutional committees for animal and recombinant DNA experiments at the University of Tokyo (UT) and Tokyo Medical and Dental University (TMDU). The procedures were approved by the Institutional Animal Care and Use Committee of UT (approval ID: P13-764, P15-049) and TMDU (0150259C2, 0160024C2, and 0170248C2).

Nude mice (8 weeks old; BALB/c, nu/nu, SLC, Japan) were used as host mice for the transplantation of fetal ovaries. 1 week prior to transplantation, some of the 7 weeks old nude mice were castrated and implanted subcutaneously with a 0.5–1.0 cm silicon tube with an internal diameter of 2 mm (Kaneka Medix Corp., Japan) containing testosterone (25 mg/ml; Wako, Japan), dihydrotestosterone (DHT; 100 mg/ml; Sigma-Aldrich), or sesame oil alone. In the present study, we used the almost same or higher dose of T/DHT than the previous experiments of androgen-treatment with silicon tube into mice [79–81]. The testosterone levels in each male host group were estimated as the weight of their seminal vesicles [36] (S1 Fig).

At 13.0 dpc, female embryos were obtained from pregnant wild-type females (C57BL/6 and ICR strain; SLC). 

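Transcripts of oocytes rose in the grafts of ovaries from busulfan-treated mothers. Nlrp14 rose 193-fold by day 10 (log2 fold change 7.59, standard error 0.63, adjusted p = 0.0059, 2 arrays per day), and Zp3 and Zp2, which encode proteins of the zona pellucida around the oocyte, rose 126-fold and 84.6-fold (6.98 and 6.40, standard errors 0.63 and 0.60, adjusted p = 0.007 and 0.0076). By day 20, Elobl, Oosp1, Obox2 and Bcl2l10 had risen by 8.44, 7.69, 7.31 and 7.38. Of 18 oocyte genes (14 in the paper's tables), 13 rose by day 10 and 14 by day 20 and none fell, against 16 higher by day 10, and 16 higher and 1 lower by day 20, when adjusted over the list alone. The list had a camera adjusted p of 7.11e-14 and 5.84e-12 (adjusted p = 0.380 and adjusted p = 0.407 with an estimated correlation). Its median log2 fold change was -0.10 on day 4, 0.76 on day 7, 2.91 and 4.97 on the day 10 arrays, 5.30 on day 15, and 5.08 and 5.70 on the day 20 arrays.

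Of 13 genes of fetal germ cells and meiosis (7 in the paper's tables), 1 fell on each day, Rec8, a cohesin gene of meiosis, by 3.43 and 3.74, with the same counts when adjusted over the list alone (camera adjusted p = 0.139 and 0.201). All 13 were lower on day 0 replicate 1 than on day 0 replicate 2, by a median of 1.95 on the log2 scale, so that the day 0 arrays themselves differed in these genes. Without either day 0 array, the day 10 calls of Zp3, Zp2 and Oosp1 ended (adjusted p up to 0.0578, 0.0636 and 0.0681), and without either day 10 array that of Rec8 (up to 0.0604), whereas Nlrp14 passed on both days with any 1 array left out.

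**Figure D3:**
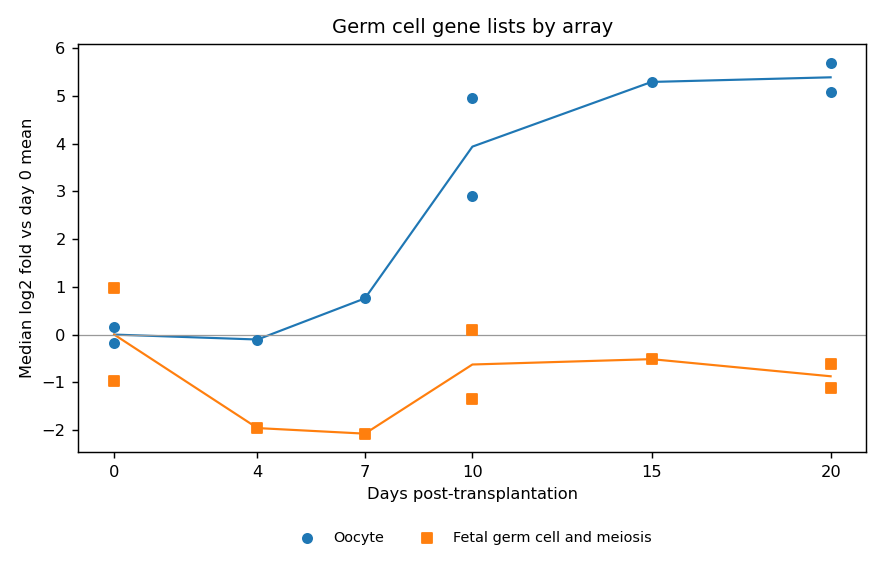
Median log2 fold change of 18 oocyte genes and of 13 genes of fetal germ cells and meiosis against the mean of the day 0 arrays, plotted against days post-transplantation; each point is an array and the lines join the means of the arrays of a day. The oocyte points stand at 0.76 on day 7 and at 2.91 and 4.97 on day 10, and the fetal germ cell points of day 0 lie apart at -0.98 and 0.98.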

For microarray and RT-qPCR analyses, all pregnant females were pretreated with busulfan (intraperitoneal injection, 40 mg/kg, twice at 10.5 and 11.5 dpc) to eliminate the influence of germ cells and their transcripts on the expression profiles in the grafts. We confirmed that the fetal ovaries of busulfan-treated mice could induce the appearance of testis cord-like structures with SOX9-positive Sertoli-like cells (S6 Fig) in a similar temporal manner to the non-treated ovarian grafts with oocytes [17].

The *Sox8*^-/-^ and *Amh*^-/-^ embryos were obtained by mating either heterozygous or homozygous females with the heterozygous male mice that were established by the CRISPR/Cas9 system (S3 and S4 Figs).

### Loss-of-function *Sox8* and *Amh* murine mutants generated using the CRISPR/Cas9 system

A pair of oligos targeting *Sox8* or *Amh* was annealed and inserted into the BsaI site of the pDR274 vector (Addgene), as described by Hashimoto and Takemoto [82]. The sequences of the oligos were as follows: 5’-GGGCCGCTTCACGTGTGGCT-3’ (*Sox8*) and 5’-TGCAGGGCTTACGTGCCGAG-3’ or 5’-CGTTGGGACACAGCGCTAGC-3’ (*Amh*). The vectors expressing *Cas9* mRNA and these guide RNAs targeting *Sox8* or *Amh* were introduced into fertilized eggs collected from C57BL/6 females. Several independent lines with frame-shift mutations in *Sox8* (17, 37 or 103 bp deletion just upstream of the first alpha helices of the HMG box domain, resulting in a complete loss of normal protein [83]) or *Amh* (26 or 35 bp deletion just upstream of the conserved sequences within the C-terminal domain, resulting in a complete loss of both cleavage REGR sequences and C-terminal TGF-beta-like domain [84]) were established by backcrossing C57BL/6 wild-type mice (S3A–S3C Fig). Since these independent lines had similar phenotypes, we used mainly the *Sox8* 17 bp and *Amh* 35 bp deletion lines for the transplantation experiments. *Sox8*^-/-^ and *Amh*^-/-^ mice exhibited the same phenotypes as described in previous reports [85–87]: both null females were fertile with functional ovaries, while *Sox8*^-/-^ males exhibited a typical phenotype of reduced Claudin-3 expression in the seminiferous tubules (S4A Fig), and *Amh*^-/-^ males showed retained uteruses (S4B Fig).

### Transplantation of fetal mouse ovaries

Transplantation of fetal ovaries was carried out using a previously reported procedure [17]. In brief, XX embryos at 13.0 dpc were collected from pregnant female mice. A pair of ovaries (without mesonephros) was isolated from the embryos in cold Dulbecco’s Modified Eagle’s Medium (DMEM; MERCK) with fine tweezers and needles. The 2 whole-ovaries of same pair were transplanted beneath one side of kidney capsule of host nude mice. Transplants were recovered from host kidneys 4–20 days post-transplantation. S4 Table shows the numbers of hosts and survival grafts in each experimental group.

### Histology and immunohistochemistry

The samples were fixed in 4% PFA-PBS at 4°C for 12 hours, dehydrated, and then embedded in paraffin. Serial sections at the horizontal level of each thin, flat graft (approximately 4 μm in thickness) were used for immunostaining of various markers as described below. The sections were incubated with anti-AMH (1:800 dilution; Santa Cruz), anti-DMRT1 (1:100 dilution; Santa Cruz), anti-FOXL2 (1:600 dilution; Abcam), anti-GATA4 (1:400 dilution; Santa Cruz), anti-GDNF (1:100 dilution; Santa Cruz), and anti-SOX9 (1:10,000 dilution; Merck Millipore) antibodies at 4°C for 12 hours. The reactions were visualized using Elite ABC Kit (Vector Laboratories), TSA Plus Biotin Kit (Perkin Elmer), or Alexa Fluor 488 Tyramide SuperBoost Kit (Thermo Fisher) with 4’, 6-diamidino-2-phenylindore (DAPI).

For morphometric analyses, anti-GATA4/AMH/SOX9-stained serial sectioning samples (every 10^th^ section from the horizontal sections) were photographed, and the numbers of normal healthy follicles, degenerating follicles derived from secondary or antral follicles, and SOX9-positive cells were counted in the sections with maximum areas. The degenerating follicle was estimated as the follicular structure except for a healthy follicle by the histological criteria such as an atretic oocyte and disarranged granulosa cells using the image data of the immunohistochemical and histological adjacent sections. The gonadal area (mm^2^) containing GATA4-positive cells was also measured using ImageJ 1.48V software (National Institutes of Health, Bethesda, MD, USA), and the relative numbers of follicles and SOX9-positive cells were estimated.

### *In situ* hybridization

All *in situ* hybridization experiments were performed using an RNAscope [88]. All samples were fixed in 10% (vol/vol) neutral buffered formalin at room temperature for 24 hours, dehydrated, and embedded in paraffin. Tissue sections were processed for RNA *in situ* detection using the RNAscope 2.0 High Definition-RED Kit according to the manufacturer’s instructions (ACDBio).

### Microarray processing and analysis

For microarray analyses, ovarian transplants initiated on 13.0 dpc (approximately 10 grafts at each stage per one microarray sample) were recovered on days 4, 7, 10, 15, and 20 post-transplantation from the host kidneys. Temporal fold changes in gene expression during each stage were examined and compared with those of 13.0 dpc ovaries pre-transplantation (i.e., on day 0 post-transplantation) (S1 Table).

Gene expression analysis was conducted using Mouse Genome 430 2.0 GeneChip arrays (Affymetrix). Total RNA from all samples was purified using the NucleoSpin RNA XS Kit (Macherey-Nagel); 100 ng purified total RNA were amplified and labelled with biotin, according to the GeneChip 3’ IVT Express Kit and GeneChip 3’ IVT PLUS Reagent Kit manuals (Affymetrix). The amplified biotinylated RNA (11 μg) was fragmented and hybridized to each array for 16 hours at 45°C in a rotating hybridization oven. Chips were washed and stained with streptavidin/phycoerythrin using the Fluidics Station 450 (Affymetrix) following protocol FS450_0001. Chips were scanned using the GeneChip 3000 Scanner (Affymetrix), and the outputs were obtained using the GeneChip Operating Software v. 1.4 (Affymetrix). All data are accessible via GEO Series accession number GSE88797.

Data were normalized using the robust multiarray algorithm [89], and further analyzed using the R software v 2.14.2 and the dChiP program (https://sites.google.com/site/dchipsoft/home). The averaged normalized values were used to derive fold changes in the duplicated raw data obtained from transplants on days 0, 10, and 20 post-transplantation. Among the altered genes (|fold| > 2), 4,747 were downregulated and 6,730 upregulated on day 4, 7, 10, 15, or 20 post-transplantation (S1 Table). 

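Sox2, a pluripotency factor gene that primordial germ cells also express, fell by 4.40 on the log2 scale by day 10 (standard error 0.53, adjusted p = 0.0146, 2 arrays per day) and by 3.89 by day 20. Afp, the alpha-fetoprotein gene, fell by 5.39 (standard error 0.37, adjusted p = 0.0043) and by 5.48, and Myl7, an atrial myosin light chain gene, by 4.46 and 4.60. Khdc1b and Padi6, which are expressed in oocytes, rose by 6.26 and 6.07 by day 10. On the means of the arrays of each day, 3061 probe sets were more than 2-fold lower and 5335 more than 2-fold higher than on day 0 on at least 1 of days 4, 7, 10, 15 and 20. When the duplicate arrays of days 10 and 20 were counted as days of their own, 4719 were lower and 6709 higher on at least 1 of them. This rule has no test, and a probe set can be counted in both directions. Under the test, 349 probe sets were higher and 70 lower on day 4, 579 and 174 on day 7, and 900 and 361 on day 15. These days have 1 array each, and without 1 array of days 0, 10 and 20 the sums of both directions ran from 0 to 801 on day 4, from 0 to 1372 on day 7 and from 95 to 2379 on day 15. Without day 10 replicate 1 or 2 the day 10 calls of Sox2 and Myl7 ended (adjusted p up to 0.140 and 0.065), and without day 10 replicate 2 that of Afp (0.0593), those of Khdc1b and Padi6 ended without either day 0 array (up to 0.110 and 0.0869), while the day 20 call of Sox2 ended without either day 10 array or day 20 replicate 1 (up to 0.0538).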

The cell files (GSE18211) of Bouma et al. [47] were used to select 1,561 pre-granulosa and 1,849 Sertoli cell-specific genes at 12.5 dpc (|fold| > 2, p < 0.05; S2 Table, S3 Table) from the above altered gene pools. Gene functions were annotated based on gene ontology (GO) terms using DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/).

### RT-PCR and quantitative RT-PCR

Total RNA was reverse-transcribed using random primers and the Superscript-III cDNA Synthesis Kit (Invitrogen). In order to confirm the shorter transcripts of mutated *Sox8* and *Amh* allele, we performed the RT-PCR analysis using the following primers: *Sox8* forward primer: 5’-TGT CAC ACG TGG AGG ATT CGG ACT C-3’, *Sox8* reverse primer: 5’-AGG GTC TTG CTG AGC TCT GCG TTA TGG AG-3’; *Amh* forward primer: 5’-ACG GAG AGG GAA CCT ATG CCG CTG-3’, *Amh* reverse primer: 5’-TGG CAG TTG TTG GCT TGG TAG GTC TC-3’ (their positions are indicated by red arrowheads in S3A and S3B Fig).

For Quantitative RT-PCR, Taqman gene expression probes for *Ar* (Mm00442688_m1), *Bhlhe40* (Mm00478593_m1), *B4galnt1/Galgt1* (Mm01135934_g1), *Egr1* (Mm00656724_m1), *Egr2* (Mm00456650_m1), *Emx2* (Mm00550241_ml), *Lzts1* (Mm01345507_m1), *Irx3* (Mm00500463_m1), *Nr0b1/Dax1* (Mm00431729_m1), *Nr4a1* (Mm01300401_m1), *Nr4a2* (Mm00443060_m1), *Sox8* (Mm00803423_m1), *Sox9* (Mm00448840_m1), *Tubb3* (Mm00727586_s1), *Ube2b* (Mm00494000_m1), *Zbtb7c* (Mm02375515_s1), *Zc3h12c* (Mm01177355_m1), *Zfp148* (Mm00711990_m1), and *Zfp367* (Mm00615562_m1) were purchased from Applied Biosystems. The relative levels of the transcripts were normalized against *Gapdh* (4352339E) levels as an endogenous reference.

### Statistical analysis

Normality of all quantitative data were analyzed by Shapiro-Wilk test prior to parametric or nonparametric test. As parametric test, the data were analyzed by one-way analysis of variance followed by Dunnett’s test. As non-parametric test, the data were analyzed by Kruskal–Wallis test followed by Steel’s test. Statistical significance was assessed at a threshold *p*-value of 0.05 or less.

## Supporting information

S1 Fig Relative seminal vesicle weight of normal host males and castrated host males treated with or without T, and DHT. A bar graph shows the relative seminal vesicle weight (seminal vesicle weight per gm body weight) of each host group. Compared to control (intact) male-host (XY-host, as set 100%), the relative seminal vesicle weight in other groups was approximately 11% in castrated host males (XY-cast-host), 59% in testosterone-treated castrated males (XY-cast-host +T), or 54% in 5α-Dihydrotestosterone-treated castrated males (XY-cast-host +DHT), respectively (means ± SEM, *p<0.05 as compared with non-treated host value in each host group; #p<0.05 as compared between two groups, Steel' test). The numbers in parentheses indicate the number of the host males examined after the transplants were recovered from their kidney capsule.
(TIF) Click here for additional data file.

S2 Fig No SOX9-positive signals are detectable in the grafted ovaries even in the XY hosts on day 10 post-transplantation. Anti-SOX9 immunostaining of the wild-type ovarian tissues grafted into male (XY), female (XX), and castrated male (XY-cast) hosts, showing no ectopic SOX9-positive cells in all grafted ovaries on day 10 post-transplantation. Scale bars, 100 μm.
(TIF) Click here for additional data file.

S3 Fig Establishment of independent lines of *Sox8*^-/-^ and *Amh*^-/-^ mice. **(A, B)** Amino acid sequences of wild-type and independent lines with frame-shift mutations of *Sox8* (17, 37, or 103 bp deletion just upstream of the first alpha helices of the HMG box domain, resulting in a complete loss of normal protein; A) and *Amh* (26 or 35 bp deletion just upstream of the conserved sequences within the C-terminal domain, resulting in a complete loss of both cleavage REGR sequences and C-terminal TGF-beta-like domain; B). The HMG box domain and C-terminal TGF-beta-like domain are shown in blue. Predicted amino acid sequences caused by frame-shift mutations are written in red (asterisk, stop codon). Red arrowheads show the positions of the RT-PCR primer sets (F, forward; R, Reverse), as shown in C. **(C)** RT-PCR analyses of the *Sox8* (left) or *Amh* (right) transcripts in the testes of wild-type (wild) and mutant (mut) males (2-month-old) by using the primer set that flanks the deleted mutation site (red arrowheads in a). The RT-PCR analyses confirm the presence of the only short (deleted) transcripts in each mutant testis. All blots are on the same gel. RT+ or RT- in each panel indicates the RT-PCR reaction samples treated with or without reverse transcriptase, respectively.
(TIF) Click here for additional data file.

S4 Fig Phenotypic analysis of *Sox8*^-/-^ and *Amh*^-/-^ mice. **(A)** Anti-Claudin-3 (CLDN3; 1:1000 dilution; Thermo Fisher Scientific) immunostaining of the testes of wild-type and *Sox8*^-/-^ male mice (5-month-old), showing a typical *Sox8*-null phenotype of reduced CLDN3 expression (arrowheads) in the basal compartment of seminiferous tubules [82]. **(B)** Reproductive tracts of wild-type and *Amh*^-/-^ male mice at 3 months old, showing the presence of the uterus tubule (yellow arrow) that runs parallel to the vas deference (white arrow) in the *Amh*^-/-^ male. Scale bars, 20 μm.
(TIF) Click here for additional data file.

S5 Fig AMH and *Sox8* signals in *Sox8*^-/-^ and *Amh*^-/-^ ovarian grafts. **(A)** Anti-AMH immunostaining of wild-type (on day 10 post-transplantation) and *Sox8*^-/-^ (on day 20 post-transplantation) ovarian grafts, showing AMH-positive signals are properly seen in the follicles of *Sox8*^-/-^ grafted ovarian tissues. **(B)** *In situ* hybridization using a *Sox8* antisense probe of wild-type and *Amh*^-/-^ ovarian grafts on day 20 post-transplantation, showing no appreciable differences of *Sox8*-positive signals in the degenerating follicles (arrowheads) between wild-type and *Amh*^-/-^ ovarian grafts. Scale bars, 100 μm.
(TIF) Click here for additional data file.

S6 Fig Ectopic appearance of SOX9-posititve Sertoli cell-like cells in grafted ovaries of busulfan-treated mice transplanted into male host mice. Anti-AMH or SOX9 immunostaining of ovarian tissues of busulfan-treated wild-type mice grafted into male host mice on days 10 (upper) and 20 (lower) post-transplantation. Typical testis cord-like structures (arrows in insets) and ectopic appearance of SOX9-positive cells in the medullary region were detected in busulfan-treated grafted ovaries, similarly to non-treated grafted ovaries. The low-magnification images of each ovarian tissues are shown in the insets at the upper right corner. Scale bars, 100 μm.
(TIF) Click here for additional data file.

S1 Table The list of the whole down/upregulated genes and their GO terms in the ovarian grafts. S2 Table A/B show the fold changes of 4,747 down/6,730 upregulated genes in the ovarian grafts at each stage (|fold| > 2). S1 Table C/D show the lists of GO terms (p < 0.01) of the down/upregulated genes (|fold| > 2, false discovery rate [q] < 0.3), respectively. S1 Table E shows lists of gene content in the selected GO terms from S1C and S1D Table.
(XLSX) Click here for additional data file.

S2 Table The list of the down/upregulated pre-granulosa/Sertoli cell-specific genes in the ovarian grafts. S2A and S2B Table show the expression fold changes of 695 down/643 upregulated pre-granulosa/Sertoli cell-specific genes in the ovarian grafts at each stage. S2C and S2D Table show the expression fold changes of 1,561 pre-granulosa/1,849 Sertoli cell-specific gene expression in the ovarian grafts.
(XLSX) Click here for additional data file.

S3 Table The list of Cluster-I, II, and III and their GO terms. S3A Table shows cluster-I genes, which are downregulated pre-granulosa cell-specific genes, and S3B and S3C Table show clusters-II/III genes, which are upregulated Sertoli cell-specific genes in ovarian grafts. Cluster-I is the 189 pre-granulosa cell-specific genes downregulated in grafted ovaries on day 10 post-transplantation (|fold| > 2). Cluster-II is the 141 Sertoli cell-specific genes upregulated in grafted ovaries, especially on day 10 post-transplantation (|fold| > 2). Cluster-III is the other 261 Sertoli cell-specific genes upregulated in grafted ovaries on day 20 post-transplantation (|fold| > 2). S3D and S3E Table show the lists of GO terms of the genes in clusters-I (S3A Table) and clusters-II/III (S3B and S3C Table). S3F Table shows lists of gene content in the selected GO terms from S3D and S3E Table.
(XLSX) Click here for additional data file.

S4 Table The numbers of host mouse, donor litter, donor ovary, and obtained ovarian graft in the transplantation experiment. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

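RNA of XX ovaries of 13.0 dpc and of grafts recovered after 4, 7, 10, 15 or 20 days was measured on 9 Affymetrix arrays, each a pool of approximately 10 grafts or of ovaries. The deposited values are log2 intensities of 45101 probe sets that the authors made with the robust multiarray algorithm, which corrects background, normalizes the arrays by quantiles and summarises the probes of a set. The version of that software is not given in the sources used here, and the paper names R 2.14.2 and dChip for its further analysis. Labelling used 1 of 2 kits, and which array had which kit is not given. No probe set was left out of the tests, and the 64 control probe sets were kept. The array values carry no call of signal over background, so that their precision rests on the number of arrays.

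The samples were grouped by day, with 2 arrays each on days 0, 10 and 20 and 1 array each on days 4, 7 and 15. The model was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The fit had 3 residual degrees of freedom, and eBayes added 2.69 prior degrees of freedom at a prior variance of 0.0423. Days 10 and 20 were compared with day 0 and with each other, and days 4, 7 and 15 with day 0. The p-values had Benjamini-Hochberg adjustment over all probe sets, with thresholds of 0.05 on the adjusted p and of 2 on the fold. The test was also tried on simulated data, with fewer changed probe sets than were called here on days 10, 15 and 20 against day 0. Its rates therefore describe the simulated data and may differ on these arrays. On simulated data with 100 changed probe sets of each size, the test recovered 59% of changes of 2 and 86% of changes of 3 on the log2 scale between days 10 and 0, 49% and 86% between days 20 and 0, and 23% and 62% between days 15 and 0, with 6, 4 and 8 false calls.

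Of the probe sets, 34958 had a single gene symbol in the annotation, 932 had several and 9211 had no entry, of which 231 were named through the paper's tables. For a gene in the paper's tables the probe set listed there was used, and for any other gene the probe set with the highest mean. For 653 of 18387 genes, the probe set in the paper's tables is not the one with the highest mean.

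The genes named were set by rule. For days 10 and 20 against day 0, the rule takes the 10 genes with the largest rise and the 10 with the largest fall among those past both thresholds, with a gene symbol that is not a predicted or RIKEN name, a single probe set per gene and both arrays of the day on the same side of both day 0 arrays. It takes 5 of each for day 20 against day 10, every gene that the paper names, and up to 4 members with the largest change among those past the test for each list. Values in the paper's tables had been seen before this rule was written. The lists were pre-granulosa, Sertoli, granulosa of growing follicles, steroidogenic, oocyte, fetal germ cell and meiosis, kidney proximal tubule, kidney loop, distal tubule and collecting duct, Y-linked, erythroid, macrophage, B and plasma cell, T cell, inflammation, wound repair and matrix, immediate early, androgen response, hormone receptors, cell cycle, endothelium, fetal growth and imprinted, skeletal muscle, hepatocyte, and adipocyte genes. They were tested with camera, and list medians were set against 10000 random lists.

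The alternatives tried were an intensity trend in eBayes, array quality weights, quantile normalization of the deposited values, centring of each array on its median, only probe sets above the median by mean value, values under the 25th percentile raised to it (4.82 on the log2 scale), only the arrays of the 2 days compared, a replicate block, a fold threshold of 1.5, genes in place of probe sets, each array of days 0, 10 and 20 left out in turn, other distances and linkages, other probe sets of a gene, and, for the lists, an estimated correlation and fry. The copies of S1A Table, S1B Table and S2C Table at hand are truncated, with 1998, 781 and 1388 lines. The numbers of list members in the paper's tables were counted with these copies and are therefore minimum numbers. The split of the immediate early genes into listed and other members rests on them too. No overlap with them was put to a test.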

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

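The tests of explanations in this part were chosen only after the result was seen. The comparisons of the day 20 arrays, of day 15 with days 10 and 20 and of day 20 with day 10 were planned. The paper's tables and figures, made from these same arrays, had been read by then. They already show a day 20 array apart and immediate early genes high on day 15. The questions on the day 20 arrays and on day 15 were therefore chosen after these patterns had been seen.

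On day 20 replicate 1, the median log2 fold change of the 23 kidney proximal tubule genes was 6.16, in genes outside those the paper discusses. The loop, distal tubule and collecting duct genes stood higher on replicate 1 than on replicate 2 as well, by a median of 1.48, where tissue without kidney would have given no such difference. Among the most abundant kidney transcripts, Acsm2, Slc27a2 and Kap had log2 values of 14.00, 13.93 and 13.69 on replicate 1. On replicate 2 they had 5.28, 8.44 and 6.44. At least 18 of the 23 proximal tubule genes are in the study's tables. A candidate explanation that stays open is thus kidney tissue of the host in this pool, and nothing in the sources used here says how the grafts were trimmed. Whether Sertoli cell-specific expression had also advanced on replicate 1 cannot be told apart from this. The median difference of cluster II was -0.40 (quartiles -0.75 and -0.10), but kidney RNA would lower the share of all other transcripts, and in cluster III the quartiles were -0.56 and 0.96, with 64 probe sets more than 2-fold above replicate 2 and 17 more than 2-fold below it.

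Germ cell transcripts differed between the day 0 arrays, with the 13 fetal germ cell and meiosis genes lower on replicate 1 by a median of -1.95. The study's tables list at least 7 of them. Pou5f1 and Dppa5a, which fall as germ cells enter meiosis, were lower on replicate 1 by a mean of -1.84. That argues against a later meiotic stage of replicate 2 as the only difference. Fewer germ cells would lower both genes at any stage, so a stage difference beside a difference in germ cell number cannot be told from them. Fewer germ cells in the replicate 1 pool may account for the difference. The pools differed in other genes too, with those of skeletal muscle higher on replicate 1 by a median of 2.07 and those of macrophages and endothelium lower (-0.64 and -0.55), so that germ cells are not the only difference between them. Both pools are of the same day and treatment, and no condition of the design separates them.

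On the day 15 array, 20 immediate early genes stood above the mean of days 10 and 20 by a median of 1.33, in genes the paper mostly does not discuss. An array-wide shift is argued against by the percentile of 100 among 10000 matched random lists. The 13 members not found in the copies of the study's tables at hand stood higher by 1.23. Some of these copies are truncated, so that the full tables may list some of these 13. A response of the tissue to recovery and dissection and a change by day 15 cannot be told apart, since that day has 1 array.

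The remaining results lie in genes the paper does not discuss or differ between days, and no explanation was tested for them here. The median log2 fold change of the oocyte genes was 3.94 on day 10, and that of the Y-linked genes was 2.96 on day 20. As day 0 values of these genes lie under the 25th percentile of all values (4.82), for all 4 Y-linked genes and 6 of 18 oocyte genes, these sizes are uncertain, and with such values raised to it the medians were 3.51 and 2.14. E330016L19Rik was higher on day 20 than on day 10 by 4.05 in the test of that difference (standard error 0.14, adjusted p = 0.0115), with log2 values of 7.29 and 7.36 on day 20 and 3.27 on both day 10 arrays. As the day 10 values lie under that percentile, the difference is at least 2.51, its size with such values raised to it. The call of E330016L19Rik ended with only the arrays of the 2 days compared, with the replicate block, and without any 1 of the day 0 and day 10 arrays.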

How the results depend on the processing

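The alternative that takes the probe set with the highest mean for every gene was chosen only after the data were seen. With it, the Fig 4G and 4H genes changed on day 10 numbered 6 in place of 5. On day 20, Zfp503, Zfyve1, Znrf2 and Zfp148 had -0.59, -0.67, 0.43 and 0.25 at that probe set and did not pass. In the main test they had -1.23, -1.28, 1.20 and 1.14 and passed. Mbnl3 did not pass on day 10 (-1.68 in place of -2.79), whereas Synm rose further by day 20 (5.38 in place of 2.96).

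With array quality weights, the number of probe sets changed was 3114 on day 10, 977 on day 4, 1475 on day 7 and 2342 on day 15 against day 0, and 161, 99 and 18 in clusters I (day 10), II (day 10) and III (day 20). With values under the 25th percentile raised to it, it was 451 on day 10, 944 on day 20, 116 on day 4, 196 on day 7 and 283 on day 15 against day 0, and 2 between days 20 and 10. With only the arrays of the 2 days compared, it was 1491 on day 20 against day 0 and 0 between days 20 and 10, and with only probe sets above the median by mean value it was 0 between days 20 and 10. With the replicate block, it was 0 between days 20 and 10 and 47 in cluster I, and 3 of the Table 2 genes fell by day 10 and 4 of the Fig 4G and 4H genes changed by day 20. The duplicates were not paired, since the differences between replicates on days 0, 10 and 20 had correlations of -0.158, 0.154 and -0.128. These counts of 0 are from limma, beside the 2253 probe sets with an unadjusted p under 0.05. That is about as many as this threshold passes by chance when nothing changes. Camera with the preset correlation did pass lists between days 20 and 10, such as the pre-granulosa list (camera adjusted p = 1.26e-06).

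Single arrays counted as days of their own gave 4719 probe sets lower on any day, and with each probe set centred on its mean the group of the day 0 arrays in the clustering held 4 arrays, those of days 0, 4 and 7, in place of 2. Of the list tests, 0 passed with the estimated correlation and 17 with fry. The median difference of the proximal tubule genes between the day 20 arrays was 5.49 over all probe sets of the gene.

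Without 1 array, the counts ran from 84 (without day 10 replicate 2) to 2737 (without either day 20 array) on day 10, from 911 (without day 0 replicate 1) to 6319 (without day 20 replicate 2) on day 20, from 0 to 1315 (without day 20 replicate 2) between days 20 and 10, from 0 to 801 on day 4, from 0 to 1372 on day 7 and from 95 to 2379 on day 15. Those at q under 0.3 on day 10 ran from 2065 to 4404, and those lower on any day from 2635 to 4468. Clusters I, II and III ran from 0 to 150, 0 to 84 and 0 to 106, the Table 1 genes of clusters I, II and III from 0 to 10, 0 to 5 and 0 to 9, and the Table 2 genes from 0 to 11 (lower, day 10), 0 to 11 (higher, day 10), 1 to 13 (lower, day 20) and 4 to 13 (higher, day 20). The Fig 4G and 4H genes ran from 0 to 6 on day 10 and 1 to 6 on day 20. The lone array that is left on a day is assumed to vary like the other days.

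The median of the loop, distal tubule and collecting duct list ran from -0.19 (without day 20 replicate 1) to 2.35 on day 20 against day 0. Between days 20 and 10 it ran from -0.11 to 1.68, that of the proximal tubule list from -0.34 to 6.12, that of the oocyte list from -0.38 (without day 10 replicate 1) to 1.72, and that of the fetal germ cell and meiosis list from -0.28 to 0.40 (without day 10 replicate 2).

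Of 4896 values of single genes under all alternatives, 3918 kept their side of the threshold, 824 fell short of it, 154 newly passed it and 0 changed direction. Of 792 values of lists, these numbers were 676, 100, 11 and 5. Of the named genes called on day 10, 12 of 109 passed with any 1 array left out, and 65 of 152 on day 20.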

Differences from the paper's values

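The comparison of the Fig. 4D values with the mean of the day 10 arrays was chosen only after the values were seen, and no other comparison in this part was.

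The paper's number of probe sets more than 2-fold lower on any day is 4747, against 3061 here. Of the alternatives set before the data were examined, single arrays counted as days of their own (4719) and leaving out day 0 replicate 1 (3729), day 0 replicate 2 (3215) or day 20 replicate 2 (4468) gave values within 1.5 times the paper's. Means of linear values (3107), values raised to the 25th percentile (2803), only probe sets above the median by mean value (2093) and leaving out day 10 replicate 1 (3139), day 10 replicate 2 (3091) or day 20 replicate 1 (2635) did not.

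At more than 2-fold and q under 0.3, the paper's numbers for day 20 are 241 lower and 576 higher, against 2216 and 3302 here. Under no alternative run, which were the intensity trend, only the arrays of the 2 days and each array left out, did the values come within 1.5 times the paper's (from 1569 to 3714 lower and from 2992 to 4058 higher). The paper's text does not name the test behind q. The paper's fold of Fez1 on day 15 is -1.2, against -1.31 here, and on day 20 it is -1.7, against -1.62 here, and no alternative was set for them. Among 340 folds of Tables 1 and 2 compared, only these differed by more than 0.06, and 67 of 68 genes had every fold within 0.06.

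The text gives 643 pre-granulosa and 695 Sertoli cell-specific probe sets, whereas S2A Table lists 695 and S2B Table 643. On the day 10 arrays and the day 15 array, the paper has about 340, about 330 and about 360 in Fig. 4D, read by eye, for the pre-granulosa cell-specific probe sets, against 325, 357 and 374 here. The number here for the mean of the day 10 arrays is 340, so that the paper's values also lie near 340, 325 and 357, those of the mean and of the arrays of day 10. The outlying day 20 column of Fig. 4E stands under replicate 2, read by eye, whereas here day 20 replicate 1 stood apart. In the lines at hand of S1A Table, the day 20 mean matched the deposited values of its own probe set in 27 of 1998. Day 20 replicates 1 and 2 matched in 44 and 34, day 15 in 45, the day 10 mean in 120 and day 10 replicate 2 in 113. The day 4, day 7 and day 10 replicate 1 columns matched in all. In S1B, S2A, S2B, S2C and S3A to S3C Tables, every column matched in all lines at hand, those of both day 20 replicates included.

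For the change in the grafts, the paper states a rule of more than 2-fold for clusters I to III and of more than 1.5-fold for Table 2. It names no test on the graft arrays for these genes. Specificity to pre-granulosa or Sertoli cells was set in a published dataset, at more than 2-fold and p under 0.05. For the key genes shown in Fig. 4G and 4H, the paper gives no separate rule. The test here asks for an adjusted p under 0.05 as well as more than 2-fold, so a gene can miss it and still have the paper's fold. Fst, Bmp2, Irx3, Sox8 and Gdnf passed the test on both days, and all 10 cluster I genes of Table 1 did. On day 10, Wnt4 (-1.36), Rspo1 (-1.21) and Dhh (1.17) did not pass, and on neither day did Axin2 (-1.51 on day 20), Wnt9a (-1.25), Bik (0.56), Bcl2l11 (0.57), Gjb2 (2.12), Map7 (1.19), Tesc (1.54), Glis3 (1.49), Pou3f3 (0.82), Rgmb (0.78), Ahr (1.02), Mef2c (1.09), Nr4a1 (0.24), Nr4a2 (0.65) or Rel (0.34). Sox9 had 0.25 on day 10 and 0.15 on day 20. The paper reports SOX9-positive cells by immunostaining and a significant Sox9 rise beside its RT-qPCR. It finds these cells near the edge of the gonadal tissue. Each array held a pool of grafts, so that these Sox9 values do not bear on those findings. Of Tables 1 and 2, Esrp1, Hao2, Aass, Crym, Adhfe1, Adh1, Cage1, Zbtb7c, Limd2, Zfp612, Fez1, Pdlim5, Zcchc11, Zbtb1 and Btbd3 did not pass on either day. Ube2b (-0.23) and B4galnt1 (1.70), whose levels the paper gives by RT-qPCR of explants in XY and XX hosts, did not pass on these arrays on day 20. The paper also states that Irx3, Nr0b1, Emx2 and Lzts1 fell within 10 days, and it reports RT-qPCR of explants for these genes. The test here is on the array pools alone, so that a miss does not bear on the RT-qPCR values. On day 10, Irx3 fell by 1.88, whereas Nr0b1 (-2.22), Emx2 (-1.34) and Lzts1 (-2.03) did not pass, and all 4 passed on day 20.

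Some alternatives called such genes. At another, brighter probe set, though not at the brightest of the gene, Limd2 fell on both days (-1.02, adjusted p = 0.0378, and -1.23, adjusted p = 0.016), and at another probe set, Cage1 rose by day 20 (2.30, adjusted p = 0.0265). On day 10, Wnt4 passed with the intensity trend, array quality weights, centring on the median, the brighter probe sets (those above the median by mean value) and without either day 20 array, Axin2, Wnt9a and Zbtb7c with array quality weights and without either day 20 array, Nr0b1 with those and the brighter probe sets, Limd2 with quantile normalization and centring, Esrp1 with the replicate block, Emx2 with array quality weights and without either day 20 array, and Lzts1 with those, centring and the brighter probe sets. On day 20, Bik, Gjb2, Map7, Glis3, Pou3f3, Hao2, Crym, Adhfe1, Adh1 and Irx5 passed without day 20 replicate 2, and Rgmb and Cage1 without day 20 replicate 1. Axin2 passed with the trend, quantile normalization, centring, the brighter probe sets and without day 20 replicate 2, Wnt9a and Zbtb7c with the brighter probe sets and without day 20 replicate 2, and Zfp612 with these and centring. B4galnt1 passed with the trend, array quality weights, quantile normalization, centring, the replicate block and without either day 20 array. Aass passed with the trend, centring, the brighter probe sets and without either day 20 array, Esrp1 with the trend, centring, the brighter probe sets and the replicate block, and Ahr with quantile normalization, the brighter probe sets, the replicate block and without day 20 replicate 1.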

Other observations

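The hypothesis test in this part was chosen only after the result was seen, and the list tests were planned. Genes of fetal growth fell in the grafts. Cdkn1c, an imprinted inhibitor of the cell cycle, fell by 2.65 on the log2 scale by day 10 (standard error 0.18, adjusted p = 0.0043, 2 arrays per day) and by 3.90 by day 20, Mest, an imprinted gene of embryonic growth, by 2.06 and 3.40, and Hmga2, a chromatin protein gene of growing embryonic cells, by 3.22 and 3.71. Of 14 genes of fetal growth and imprinting (10 in the paper's tables), 5 fell by day 10 and 9 by day 20 and none rose, against 7 and 9 when adjusted over the list alone (camera adjusted p = 6.8e-05 and 1.02e-06, and adjusted p = 0.380 on both days with an estimated correlation). Without either day 10 array, the day 10 calls of Cdkn1c and Mest ended (adjusted p up to 0.0542 and 0.0682), and that of Hmga2 also without day 0 replicate 1 (up to 0.0949).

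Of 19 cell cycle genes (7 in the paper's tables), 5 fell by day 20, such as Rrm2, of nucleotide synthesis, by 1.50 and Mcm2, of DNA replication, by 1.51, against 11 when adjusted over the list alone (camera adjusted p = 3.35e-05, and adjusted p = 0.435 with an estimated correlation). Their median was -1.34 on day 20 replicate 1, the array with high kidney genes, and -0.70 on day 20 replicate 2, with 17 of the 19 lower on replicate 1, and without replicate 1 the camera adjusted p was 3.40e-04. Without either day 0 array, the calls of Rrm2 and Mcm2 ended (up to 0.0713 and 0.108), that of Mcm2 also without either day 10 array. Of 10 skeletal muscle genes (7 in the paper's tables), 1 fell by day 10, Tnnt1, a troponin gene, by 2.64, and 2 by day 20, against 3 and 2 when adjusted over the list alone (camera adjusted p = 0.0039 and 0.0059, and adjusted p = 0.4515 on both days with an estimated correlation). Their fall rests largely on day 0 replicate 1, where they stood higher than on day 0 replicate 2 by a median of 2.07 (9 of 10 genes). Their median was -1.72 on day 10 and -1.88 on day 20, and -0.44 and -0.69 without day 0 replicate 1. Without day 20 replicate 2, the camera adjusted p on day 20 was 0.0891, and without either day 10 array the day 10 call of Tnnt1 ended (adjusted p up to 0.0717).

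Of 10 hepatocyte genes (3 in the paper's tables), 1 rose and 2 fell on each day, against 1 higher and 2 lower by day 10 and 2 higher and 2 lower by day 20 when adjusted over the list alone (camera adjusted p = 0.399 and 0.908). Of 6 adipocyte genes (3 in the paper's tables), 0 passed in limma on either day, against 2 higher by day 20 when adjusted over the list alone, and their median was 2.45 on day 20 (camera adjusted p = 0.0068, and adjusted p = 0.4515 with an estimated correlation). That median was 3.83 on day 20 replicate 1, the array with high kidney genes, and 1.01 on day 20 replicate 2, and without replicate 1 the camera adjusted p was 0.0897. Of the kidney lists, the proximal tubule genes had a camera adjusted p of 0.147 on day 10 and 4.5e-05 on day 20 (adjusted p = 0.523 with an estimated correlation), and 3 of the 16 loop, distal tubule and collecting duct genes rose by day 20 (camera adjusted p = 0.001, and adjusted p = 0.479 with an estimated correlation).

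The oocyte genes stood higher on day 10 replicate 2 than on day 10 replicate 1 by a median of 1.91. If RNA of oocytes carried the rise of cluster II as a whole, its probe sets could be thought to follow. Their median difference was -0.0024, with quartiles of -0.21 and 0.45, which argues against that hypothesis for the cluster as a whole. It does not exclude oocyte RNA for a part of the cluster, such as Zar1, a maternal-effect gene of oocytes. Single members were not examined for it.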
